# Knockdown of DNA methyltransferase 1 reduces DNA methylation and alters expression patterns of cardiac genes in embryonic cardiomyocytes

**DOI:** 10.1002/2211-5463.13252

**Published:** 2021-07-24

**Authors:** Xiefan Fang, Ryan Poulsen, Lu Zhao, Jingjing Wang, Scott A. Rivkees, Christopher C. Wendler

**Keywords:** DNA methylation, DNMT1, embryonic cardiomyocyte, gene expression

## Abstract

We previously found that DNA methyltransferase 3a (DNMT3a) plays an important role in regulating embryonic cardiomyocyte gene expression, morphology, and function. In this study, we investigated the role of the most abundant DNMT in mammalian cells, DNMT1, in these processes. It is known that DNMT1 is essential for embryonic development, during which it is involved in regulating cardiomyocyte DNA methylation and gene expression. We used siRNA to knock down DNMT1 expression in primary cultures of mouse embryonic cardiomyocytes. Immunofluorescence staining and multielectrode array were, respectively, utilized to evaluate cardiomyocyte growth and electrophysiology. RNA sequencing (RNA‐Seq) and multiplex bisulfite sequencing were, respectively, performed to examine gene expression and promoter methylation. At 72 h post‐transfection, reduction of DNMT1 expression decreased the number and increased the size of embryonic cardiomyocytes. Beat frequency and the amplitude of field action potentials were decreased by *DNMT1* siRNA. RNA‐Seq analysis identified 801 up‐regulated genes and 494 down‐regulated genes in the DNMT1 knockdown cells when compared to controls. Pathway analysis of the differentially expressed genes revealed pathways that were associated with cell death and survival, cell morphology, cardiac function, and cardiac disease. Alternative splicing analysis identified 929 differentially expressed exons, including 583 up‐regulated exons and 308 down‐regulated exons. Moreover, decreased methylation levels were found in the promoters of cardiac genes *Myh6*, *Myh7*, *Myh7b*, *Tnnc1*, *Tnni3*, *Tnnt2*, *Nppa*, *Nppb*, *mef2c*, *mef2d*, *Camta2*, *Cdkn1A*, and *Cdkn1C*. Of these 13 genes, 6 (*Myh6*, *Tnnc1*, *Tnni3*, *Tnnt2*, *Nppa*, *Nppb*) and 1 (*Cdkn1C*) had increased or decreased gene expression, respectively. Altogether, these data show that DNMT1 is important in embryonic cardiomyocytes by regulating DNA methylation, gene expression, gene splicing, and cell function.

**Abbreviations**
DAVID: Database for Annotation, Visualization and Integrated Discovery
DE: differential expression
DEU: differential exon usage
DNMT: DNA methyltransferase
FDR: false discovery rate
IPA: Ingenuity Pathway Analysis
RNA: RNA sequencing
siRNA: small interfering RNA

Cardiomyocyte development is an orchestrated process with characteristic gene expression profiles at different stages [1]. Cardiomyocytes also respond to postnatal and pathological conditions with signature gene expression patterns [2]. Expression of these genes is tightly controlled by mechanisms including transcription factors and chromatin modifications [3, 4]. DNA methylation is also a major modulator of cardiac gene expression [5, 6]. After differentiation, cardiomyocytes acquire signature DNA methylation patterns that are distinct from other cell types [7]. DNA methylation changes are dynamic during cardiomyocyte development, maturation, and disease [5], which correlate with gene expression changes.

DNA methyltransferases (DNMTs) and TET methylcytosine dioxygenases (TETs) are responsible for the establishment and maintenance of DNA methylation patterns [8, 9]. Among the three DNMT isoforms, DNMT1 is the most abundant in gene expression. In embryonic day (E) 13.5 mouse embryonic heart, the expression of *Dnmt1* mRNA is 14 times higher than that of *Dnmt3a* and 160 times higher than that of *Dnmt3b* [10]. The major role of DNMT1 is to maintain methylation patterns during cell division [11]. DNMT3a and 3b are primarily *de novo* DNMTs that play an important role in establishing DNA methylation patterns during early embryogenesis [11]. DNMTs are essential for development, and deletion of DNMT1 or DNMT3b is embryonic lethal [12, 13]. In general, methylation of normally unmethylated CpG sites that are located in the 5′ promoter region is associated with transcriptional inactivation of many genes [14]. Gene body methylation also contributes to gene regulation and alternative splice [15, 16, 17]. Importantly, altered DNA methylation patterns can be stably inherited during DNA replication and mediate persistent toxicological consequences in subsequent cellular and animal generations [18, 19, 20, 21, 22, 23].

More and more environmental factors or chemicals have been identified to be capable of modifying the DNA methylome via inducing DNMT1 mutation or altering DNMT1 expression [24, 25, 26, 27]. Meanwhile, a growing body of evidence demonstrates a link between aberrant DNA methylation and cardiovascular diseases (CVDs) in humans [28, 29, 30, 31, 32, 33, 34]. However, by far, the significance of DNMT1 in regulating gene expression in cardiomyocytes remains largely unknown. Thus, it is important to understand the role of DNA methylation in the control of cardiac gene expression and function. Recently, it is reported that pharmacological inhibition of DNA methylation attenuates pressure overload‐induced cardiac hypertrophy in rats [35]. In addition, it has been demonstrated that myocardial tissue‐specific DNMT1 knockout in rats protects against pathological injury induced by Adriamycin [36]. These studies suggest that decreased DNMT1 expression and the subsequent DNA hypomethylation may play a protective role against pathological cardiac changes.

Our previous studies find that DNMT3a plays an important role in regulating gene expression, cardiomyocyte function, and morphology [10]. Knockdown of DNMT3a disrupts sarcomere assembly and decreases beating frequency, contractile movement, amplitude of field action potential, and cytosolic calcium signaling of embryonic cardiomyocytes. The DNMT3a knockdown cells have abnormal gene expression and DNA methylation patterns. However, the influences of DNMT1, the most abundant DNMT, on gene expression and DNA methylation in embryonic cardiomyocytes remained unexplored.

To investigate the role of DNMT1, we used siRNAs to knock down DNMT1 expression in embryonic mouse cardiomyocytes, which were examined for viability, contractility, electrophysiology, whole‐genome transcription levels, and target gene promoter methylation patterns. We now demonstrate that disruption of DNMT1 activity directly influences cardiomyocyte promoter methylation, gene expression and splicing, cell survival, and contractility.

## Materials and methods

### Materials

Fibronectin and monoclonal anti‐α‐actinin (sarcomeric) antibody (#A7811) were purchased from Sigma‐Aldrich (St. Louis, MO, USA). Dulbecco's modified Eagles media (DMEM), inactivated fetal bovine serum, antibiotic‐antimycotic solution, goat anti‐mouse IgG Alexa 488 secondary antibody, 4', 6‐diamidino‐2‐phenylindole dihydrochloride (DAPI), Lipofectamine RNAiMAX, RNAqueous^®^‐Micro Total RNA Isolation Kit, and Power SYBR^®^Green PCR Master Mix were ordered from Thermo Fisher Scientific (Waltham, MA, USA). Accutase and Accumax were purchased from Innovative Cell Technologies (San Diego, CA, USA). FlexiTube GeneSolution (with 4 siRNAs) DNMT1 siRNA (#GS13433) and AllStars negative control siRNA (#1027281) were obtained from Qiagen (Valencia, CA, USA). Quick‐gDNA™ MicroPrep Kit, ZymoTaq™ PreMix (Hot start DNA Taq polymerase), and ZR‐96 DNA Clean & Concentrator™‐5 Kit were purchased from Zymo Research (Irvine, CA, USA). NEBNext^®^ mRNA Library Prep Master Mix Set for Illumina and the NEBNext Multiplex Oligos for Illumina were ordered from New England BioLabs (Ipswich, MA, USA). iScript cDNA Synthesis Kit was ordered from Bio‐Rad (Hercules, CA, USA). Nextera XT DNA Library Preparation Kit, Nextera XT Index Kit, and 20% PhiX control libraries were obtained from Illumina (San Diego, CA, USA).

### Isolation, culture, and treatment of primary embryonic cardiomyocytes

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Florida. CD‐1 mice, at least 8 weeks old, were purchased from Charles River Laboratories (Wilmington, MA, USA). Mice were housed in same‐sex cages and maintained in a temperature/humidity‐controlled room with 12‐h light/dark cycle. Mice had access to food and water ad libitum. Timed mating was performed, and the day a vaginal plug was observed was designated as embryonic day 0.5 (E0.5). Primary cardiomyocytes were isolated from mouse E13.5 embryonic ventricles, as described [37]. Cardiomyocytes were cultured in DMEM supplemented with 10% inactivated fetal bovine serum, 2 mm l‐glutamine, and antibiotic‐antimycotic solution.

Cardiomyocytes were seeded at a density of 6.0 × 10^5^ cells per well in 12‐well culture plates or at 6.0 × 10^6^ per 12.5 mm^2^ flask, as described [10]. Cells were cultured for 48 h at 37 °C to reach 70–80% confluency. DNMT1 (12 nm or 24 nm) or negative control siRNA was transfected into the cells using Lipofectamine RNAiMAX.

### Immunofluorescence staining and cell imaging

Cardiomyocytes were stained with α‐actinin antibody and DAPI as described [37]. A Cytation 5 Cell Imaging Multi‐Mode Reader (BioTek, Winooski, VT, USA) was used at a montage mode to scan the cardiomyocytes. The total cell number (DAPI‐positive cells), number of cardiomyocytes (α‐actinin and DAPI‐positive cells), percent cardiomyocyte (α‐actinin‐positive cells/DAPI‐positive cells), and averaged size of cardiomyocytes (α‐actinin‐positive area/number of cardiomyocytes) were calculated with the Gen5™ software (BioTek) and an in‐house R script.

### Field potential recordings

Field potential was recorded as described [10]. Primary cardiomyocytes were seeded on the 60PedotMEA200/30iR‐Au multielectrode arrays (Multichannel Systems, Reutlingen, Germany) coated with 10 µg·mL^−1^ fibronectin, allowed to grow to 70–80% confluency, and treated with DNMT1 siRNA or negative siRNA. During 3–7 days post‐transfection, electrical activity was measured daily using a MEA2100 amplifier (Multichannel Systems) at a sampling rate at 20 KHz, with temperature kept at 37 °C. Data were recorded and analyzed with the mcrack software (Multichannel Systems).

### Sorting of cardiomyocytes and isolation of RNA and DNA

Cardiomyocytes were treated with 12 nm DNMT1 or negative siRNAs, released with Accutase, and dissociated with Accumax. Cardiomyocytes were sorted as described [10]. Briefly, dissociated cells were stained with anti‐VCAM1 antibody conjugated with allophycocyanin (APC; BioLegend, San Diego, CA, USA), followed by magnetic sorting using anti‐APC microbeads and magnetic assisted cell sorting (MACS) columns (Miltenyi Biotec, Bergisch Gladbach, Germany).

Total RNA was isolated from the sorted cardiomyocytes with the RNAqueous^®^‐Micro Total RNA Isolation Kit. Genomic DNA was extracted with the Quick‐gDNA™ MicroPrep Kit, and DNA concentrations were quantitated with NanoDrop 2000 (Thermo Fisher Scientific).

### Illumina transcriptomic RNA sequencing (RNA‐Seq)

RNA‐Seq was performed as described [10]. mRNA was isolated from total RNA using NEXTflex™ Poly(A) Beads (Bioo Scientific, Austin, TX, USA). Sequencing libraries were prepared with the NEBNext^®^ mRNA Library Prep Master Mix Set for Illumina and the NEBNext Multiplex Oligos for Illumina. Illumina‐adapted libraries, including cardiomyocyte samples treated with negative or DNMT1 siRNA (*n* = 3/treatment), were pooled at equal molar ratio and sequenced with one High Output 1 × 75 cycles run on a NextSeq500 sequencer (Illumina, San Diego, CA, USA). All RNA‐Seq data were uploaded to the Gene Expression Omnibus (GEO), and the accession number is GSE81446.

### RNA‐Seq data analysis for differential gene expression

RNA‐Seq data analysis was performed as described [10]. Briefly, the fastq files generated from RNA‐Seq were uploaded to the UF Research Computing Galaxy instance developed by the University of Florida. The data were cleaned with the FastQC program and mapped to the mouse genome (mm10) with the Tophat2 tool. Counting of RNA‐seq reads was performed with HTSeq [38]. Differential expression (DE) of genes between treatments was analyzed using two methods: r packages edger [39] and deseq2 [40], with Ensembl Mus_GRCm38.79.gtf as the reference annotation. Genes with false discovery rate (FDR) < 0.05 and absolute fold change > 1.5 were considered as significant. Unique DE genes were identified by combining the results generated from the two analytical methods. Functional ontology was conducted with the unique DE genes using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [41] and Ingenuity Pathway Analysis (IPA; Qiagen) [42]. The significance criterion for pathway analysis was *P* < 0.05.

### RNA‐Seq data analysis for differential exon usage (DEU)

As described [10], DEU analysis was performed with R package DEXSeq to identify changes in the relative usage of each exon following siRNA treatments [43]. Exons with FDR < 0.05 and absolute fold change > 1.5 were considered as significant. Functional ontology analysis on DEU genes was conducted with DAVID.

DE and DEU genes were compared, and the genes affected in both expression and alternative splicing by siRNA treatments were identified.

### Quantitative real‐time PCR (qPCR) analysis

Total RNA was reverse transcribed to cDNA libraries by using iScript cDNA Synthesis Kit. Power SYBR^®^Green PCR Master Mix was used to perform qPCR analysis in a GeneAmp 7300 Real‐Time PCR System (18). Target genes were amplified using published qPCR primer pairs (18). β‐actin primers were used as an internal control.

### Sodium bisulfite PCR amplification of target gene regions

Genomic DNA was treated with sodium metabisulfite for bisulfite conversion, as described [44]. Using published bisulfite specific primers [10], 15 target genes (two promoter regions per gene) were PCR‐amplified from the bisulfite‐converted DNA with ZymoTaq™ PreMix (Hot start DNA Taq polymerase). These genes are related to cardiomyocyte morphology and proliferation and included *Myh6*, *Myh7*, *Myh7b*, *Tnnc1*, *Tnni3*, *Tnnt2*, *Nppa*, *Nppb*, *mef2c*, *mef2d*, *Camta1, Camta2*, *Cdkn1A*, *Cdkn1B*, and *Cdkn1C*. PCR products were cleaned with the ZR‐96 DNA Clean & Concentrator™‐5 Kit.

### Illumina DNA library preparation and sequencing

PCR products from the same genomic DNA were pooled at equal concentration ratio and made into an indexed sequencing library with the Nextera XT DNA Library Preparation Kit and the Nextera XT Index Kit, as described [10]. Illumina‐adapted libraries, including cardiomyocyte samples treated with negative or 12 nm DNMT1 siRNA (*n* = 3/treatment), were pooled at equal molar ratio, spiked with 20% PhiX control libraries, and sequenced with one 1 × 150 cycles run (v3) on a MiSeq sequencer (Illumina). All bisulfite‐Seq data were uploaded to GEO, and the accession number is GSE81464.

### Multiplex bisulfite sequencing data analysis

The fastq files generated from a MiSeq sequencer were uploaded to the UF Research Computing Galaxy instance, as described [10]. The data were cleaned with the FastQC program. A reference genome with the amplicon sequences was built and bisulfite‐converted *in silico* with Bismark Bisulfite Mapper [45]. The high‐quality sequence reads were aligned to the reference genome. Cytosine methylation (CpG) counting was performed with the Bismark methylation extractor. Differential methylation was analyzed with the Methylkit package [46]. CpG sites with FDR <0.05 and absolute percent methylation difference >5% were considered as significant.

### Statistical analysis

Results were analyzed using graphpad prism 6.0 (GraphPad Software, La Jolla, CA, USA). All experiments were performed in triplicate. Data are presented as mean ± SEM. Statistical differences between treatment groups were determined using Student’s *t*‐test or one‐way ANOVA followed by Neuman–Keuls *post hoc* test. A *P*‐value < 0.05 was considered statistically significant.

## Results

### Down‐regulation of DNMT1 expression decreases the number and increases size of embryonic cardiomyocytes

To investigate the role of DNMT1 in regulating cardiomyocyte physiology, we reduced DNMT1 expression by using pooled siRNAs in cultured E13.5 cardiomyocytes. Our previous studies find that during 2–5 days post‐siRNA transfection, 12 nm DNMT1 siRNA decreases DNMT1 mRNA and protein expression by > 70%, with a transfection efficiency near 100% [10]. In this study, we also confirmed about 75% and 92% knockdown of DNMT1 mRNA at 72 h post‐transfection by 12 nm and 24 nm siRNA, respectively (data not shown).

At 72 h post‐DNMT1 siRNA transfection (12 nm), the total numbers of cells and cardiomyocytes were reduced by 24.4% and 20.8%, respectively (Fig. 1A,B), as compared to the negative control siRNA treatment. However, the percentage of cardiomyocytes in the culture remained unchanged after knockdown of DNMT1 (Fig. 1C). The average size of cardiomyocytes, as measured by α‐actinin‐positive area per cardiomyocyte, was increased by 56.9% after DNMT1 siRNA treatment (Fig. 1D).

**Fig. 1:**
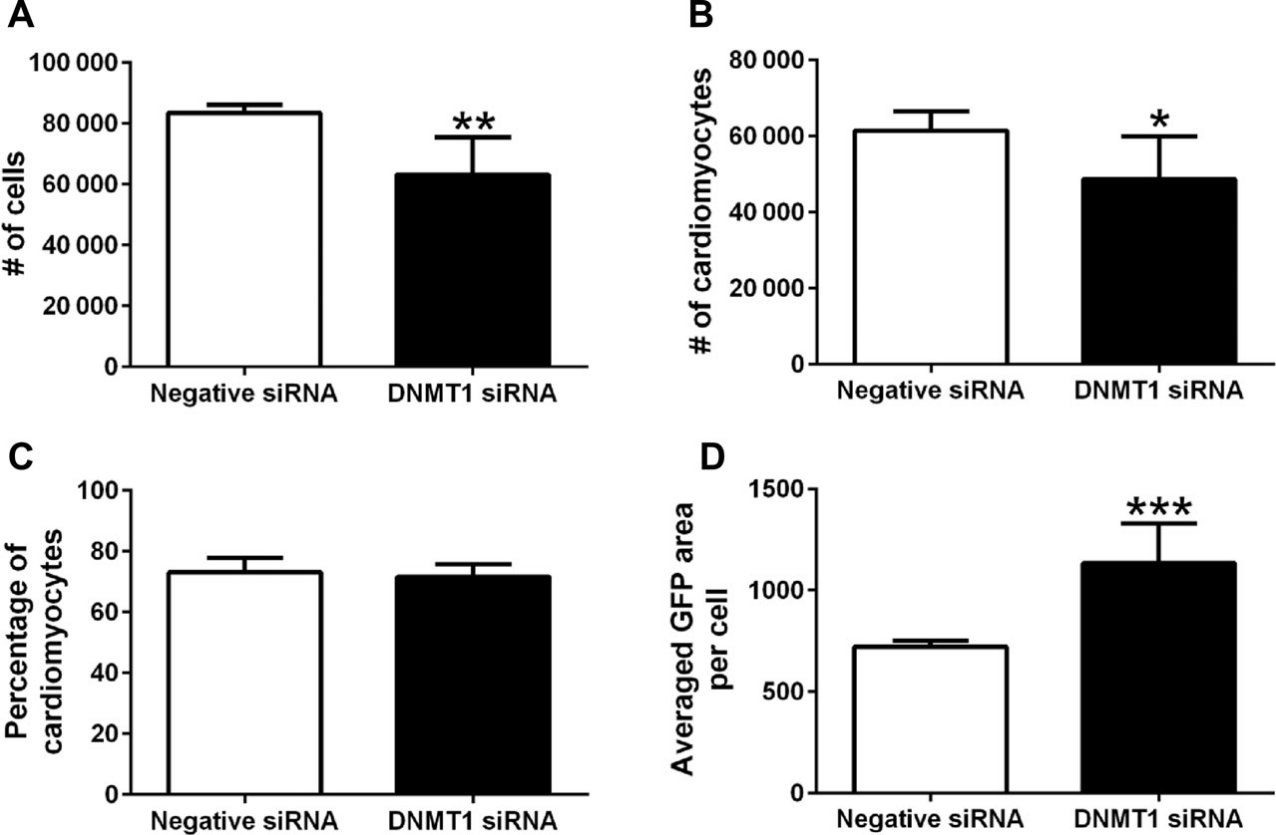
Knockdown of DNMT1 expression reduces the number and increases the size of cardiomyocytes. At 72 h post‐siRNA transfection, the primary cardiomyocytes transfected with 12 nm DNMT1 siRNA or negative siRNA were stained with α‐actinin (green) and DAPI (blue) and imaged by a Cytation 5 Cell Imaging Multi‐Mode Reader (images not shown). Within the interrogated regions, the Gen5™ software (BioTek) and an in‐house R script were used to calculate the number of total cells (DAPI‐positive cells; A), number of cardiomyocytes (DAPI and α‐actinin‐positive cells; B), percent cardiomyocyte (α‐actinin‐positive cells/DAPI‐positive cells; C), and average green fluorescent area per cardiomyocyte (α‐actinin‐positive area/number of cardiomyocytes; D). Data are presented as mean ± SEM. *n* = 6, *P < 0.05, **P < 0.01, ***P < 0.001 vs. negative siRNA using Student’s *t*‐test.

### Down‐regulation of DNMT1 reduces beating rate and amplitude of field action potential in embryonic cardiomyocytes

We next examined the contractile function and field action potential of cardiomyocytes following knockdown of DNMT1 expression. Counting cell contraction under a phase‐contrast microscope and a MEA2100 system, we found that DNMT1 siRNA at 24 nm reduced the beating rate of cardiomyocytes by 35.7–42.4% at 3–5 days post‐transfection (Fig. 2A). The beating rate gradually returned to normal by day 6 post‐siRNA transfection. The MEA2100 system also recorded reduced beating rate (Fig. 2B) and increased interspike interval (Fig. 2C) in these cells. DNMT1 siRNA treatment at 12 and 24 nm decreased the peak‐peak amplitude (Fig. 2D), maximum peak amplitude (Fig. 2E), and minimum peak amplitude (Fig. 2F) of the electrocardiogram.

**Fig. 2:**
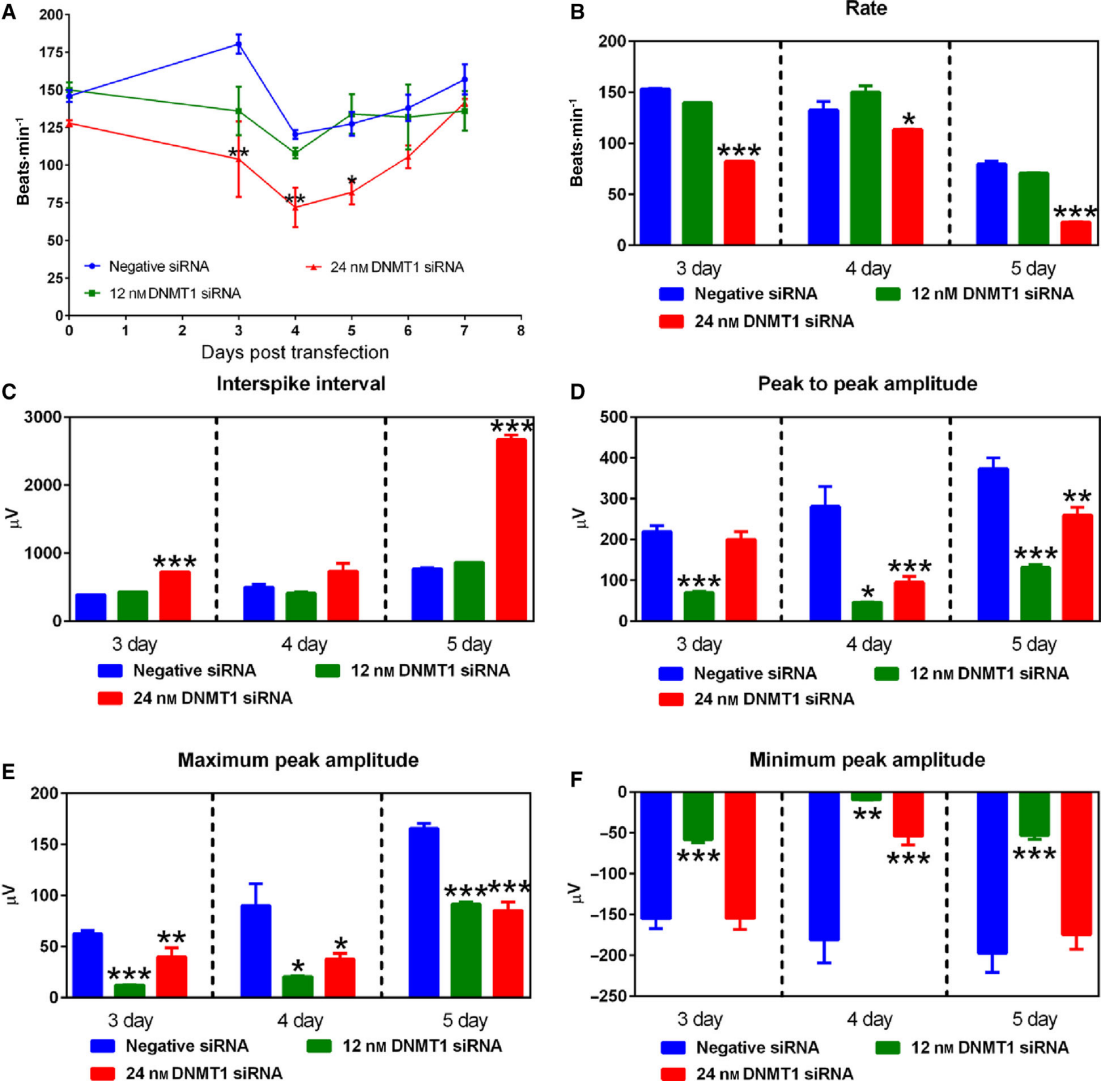
Knockdown of DNMT1 expression decreases the beating rate and amplitude of field action potential of embryonic cardiomyocytes. Counting cell contraction under a phase‐contrast microscope, we did not find significant changes in beating rate in the cells treated with 12 nm DNMT1 siRNA (A). But 24 nm DNMT1 siRNA significantly reduced the beating rate (A), which recovered over time as the knockdown effect subsided. The influence of 24 nm DNMT1 siRNA on beating rate was confirmed by multielectrode array (MEA) analysis (B and C). The MEA measurement also found reduced peak to peak amplitude (D), maximum peak amplitude (E), and minimum peak amplitude (F) following DNMT1 siRNA treatment at 12 and 24 nm. Data are presented as mean ± SEM. *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001 vs. negative siRNA using one‐way ANOVA followed by Neuman–Keuls *post hoc* test.

### Differential gene expression in embryonic cardiomyocytes after knockdown of DNMT1 expression

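For RNA-Seq, cardiomyocytes from mouse embryos at embryonic day 13.5 were transfected with 12 nM negative siRNA or 12 nM DNMT1 siRNA and collected after 72 h, with 3 cultures per treatment. The authors mapped the reads to the mouse genome with TopHat2 and deposited the raw number of reads that HTSeq counted on each Ensembl gene, without normalization. The files list 43629 genes. The title of each DNMT1 siRNA sample names DNMT1, while a treatment tag in the labels of the same 3 samples names DNMT3a siRNA; the samples were taken as DNMT1 siRNA, as the paper's methods describe this dataset. In the counts, Dnmt1 fell to 24.48% of its mean in the negative siRNA cultures, while Dnmt3a stood at 117.82% of it. Between 27852412 and 35896018 reads per negative siRNA culture were counted on genes, with a median of 31480073. The DNMT1 siRNA libraries were smaller, with 13739561 to 16186310 reads on genes and a median of 15085876. The ratio of the medians was 2.087. Uniquely mapped reads that fell outside annotated exons made up 16.417% ± 1.584 (SD, n = 3) with negative siRNA and 29.282% ± 4.23 (SD, n = 3) with DNMT1 siRNA. All 3 DNMT1 siRNA samples lay above all 3 negative siRNA samples (exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). The paper states that the libraries of both treatments were pooled and sequenced in a single run; batches of library preparation are not given.

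**Figure D1:**
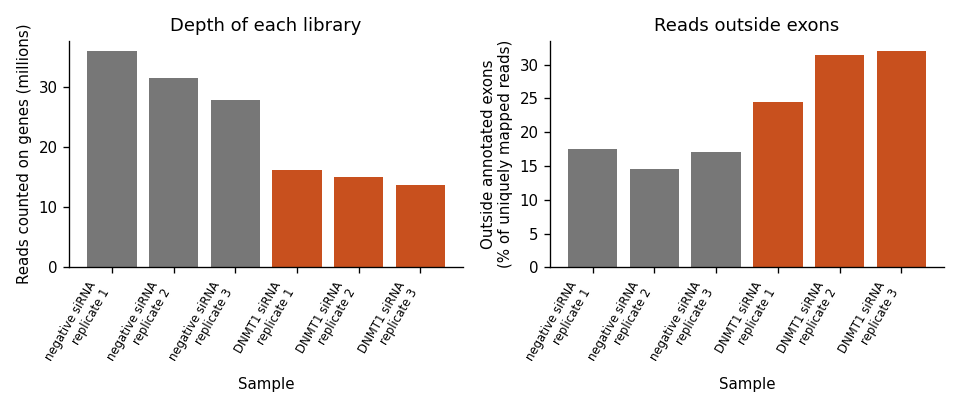
Reads counted on genes (left) and reads outside annotated exons as a percent of uniquely mapped reads (right), 1 bar per culture. The DNMT1 siRNA cultures had fewer reads on genes, and between 24.4% and 32.0% of their unique reads lay outside exons, against 14.6% to 17.5% with negative siRNA.

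Gene counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 15470 genes that passed edgeR's filter on low counts. The paper's limits were kept, an FDR below 0.05 and an absolute fold change above 1.5. Normalized counts are counts scaled to a common effective library size. Positive log2 fold changes mean higher expression with DNMT1 siRNA. The replicates carry numbers, but the paper does not describe cultures of equal number as pairs. After the mean of each group was removed, the correlation across genes between a negative and a DNMT1 siRNA culture averaged 0.0043 over the 3 pairs with the same number and -0.0017 over the 6 pairs with different numbers. The main test therefore has no replicate block, and values with the block are given beside it.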

To be consistent with our previous study of using DNMT siRNAs at 12 nm [10], we performed RNA‐Seq to examine the transcriptome of the embryonic cardiomyocytes at 72 h after transfection with 12 nm DNMT1 or negative siRNA. Our earlier flow cytometry data showed that the 95% of the magnetically sorted cells were cardiomyocytes [10]. 

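Principal component analysis was run on log2 CPM, the counts scaled to library size (TMM normalization, prior count 2), of the 15470 genes that passed the filter, centred and not scaled. The first component took 48.263% of the variance and the second 21.494%. Scores on the first component were -29.271 ± 4.546 (SD, n = 3) for the negative siRNA cultures and 29.271 ± 2.338 (SD, n = 3) for the DNMT1 siRNA cultures, without overlap (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). On the second component, the SD between cultures was 33.789 with negative siRNA and 2.308 with DNMT1 siRNA. Negative siRNA replicate 2 scored 37.117 there, and replicates 1 and 3 scored -23.999 and -18.415. The median SD of log2 CPM between cultures was 0.1739 with negative siRNA and 0.0982 with DNMT1 siRNA. The share of the first component moved most when raw counts were used in place of log2 values, to 92.963%. The groups stayed apart on the first component in every setting tried. From the separation of the samples in Fig. 3A, the paper concludes that they clustered by treatment.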

The mapping efficiency of sequencing reads was above 80%, and principal component analysis showed that the samples were well clustered by treatments (Fig. 3A). DE analysis by deseq2 and edger software revealed that 801 genes were up‐regulated, and 494 genes were down‐regulated after knockdown of DNMT1 expression for 72 h (Fig. 3B, Table 1 and Table S1). 

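In the edgeR quasi-likelihood test, 659 genes were up-regulated and 345 were down-regulated by DNMT1 siRNA, 6.49% of the 15470 tested genes. All 659 up-regulated genes had higher normalized counts in every DNMT1 siRNA culture than in every negative siRNA culture, and 343 of the 345 down-regulated genes had lower ones. Protein-coding genes made up 584 of the up-regulated and 322 of the down-regulated genes. With the replicate number as a block, which rests on the labels alone and which the counts gave no sign of pairing for, 513 genes were up-regulated and 285 down-regulated. Of these, 499 and 263 were also found without the block. The counts shrank most with edgeR's test against a fold change of 1.5 (glmTreat), to 140 up-regulated and 36 down-regulated genes.
The largest increase was in Mylk4 (ENSMUSG00000044951, chromosome 13 of GRCm38, 32700834 to 32783954), a protein-coding gene. Its normalized count rose from 5.42 ± 3.34 to 166.43 ± 18.41 (SD, n = 3 each), a log2 fold change of 4.8761 (SE 0.3546, adjusted p = 0.00060672). Next came 3 short RNAs, Rprl3 (ENSMUSG00000088025, chromosome 8, 3803069 to 3803358) with a log2 fold change of 4.331, Rpph1 (ENSMUSG00000092837, chromosome 14, 50807449 to 50807767) with 4.3309 and Rmrp (ENSMUSG00000088088, chromosome 4, 43492788 to 43493058) with 3.9459. Rprl3 and Rpph1 both stand for the RNA of ribonuclease P, so that reads could be shared between them and their separate values are uncertain. All 3 lack a poly(A) tail, while the paper's libraries were made from poly(A)-selected RNA. A difference in library preparation therefore remains possible for their rise. P2rx1 (ENSMUSG00000020787, chromosome 11, 72999103 to 73015200) rose from 13.51 ± 0.46 to 136.68 ± 13.66 normalized counts (SD, n = 3 each), a log2 fold change of 3.3311 (SE 0.1973, adjusted p = 0.00030127).
The largest decrease was in Ush1g (ENSMUSG00000045288, chromosome 11, 115315192 to 115322041), from 78.1 ± 50.89 to 6.82 ± 2.94 normalized counts (SD, n = 3 each), a log2 fold change of -3.4864 (SE 0.7056, adjusted p = 0.018529). Lrrc32 (ENSMUSG00000090958, chromosome 7, 98489283 to 98502181) followed with a log2 fold change of -2.9439 (SE 0.3379, adjusted p = 0.0021622). Lgi2 (ENSMUSG00000039252, chromosome 5, 52533517 to 52566462) had a log2 fold change of -2.5861, Col15a1 (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167) of -2.5495 and Crispld2 (ENSMUSG00000031825, chromosome 8, 119992438 to 120052793) of -2.5016. These 10 genes had the largest changes among genes past the limits with an average log2 CPM above 1 and no overlap between treatments. The adjusted p of Mylk4 was 0.0044658 with the replicate block, and that of Ush1g 0.028639. The rank of Ush1g depended on the tool. With shrunken fold changes in DESeq2 it was at -1.4491, while Lrrc32 was at -1.8342 and Lgi2 at -1.8117. Ush1g passed the limits in 3 of the 6 fits that each left out 1 culture, and Lrrc32 and Lgi2 in all 6.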

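To follow the paper's combination of tools, the same counts were also tested with edgeR's exact test and with DESeq2, whose fold changes were shrunken as in its default when the data were analysed. The exact test gave 824 up-regulated and 460 down-regulated genes at the paper's limits. DESeq2 gave 587 and 421. Genes found by either tool numbered 833 up-regulated and 485 down-regulated, and genes found by both numbered 578 and 396. Of the genes from the quasi-likelihood test, 658 of 659 up-regulated genes and all 345 down-regulated genes were in the combined list. The replicate block has no counterpart in the exact test. In the quasi-likelihood test it left 513 and 285 genes. Leaving out any 1 of the DNMT1 siRNA cultures moved the quasi-likelihood counts far more than the choice between these tools. The counts were then 255 to 316 up-regulated and 112 to 146 down-regulated genes.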

These were a combined list of DE genes identified by deseq2 and edger. 

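In the RNA-Seq counts, Dnmt1 (ENSMUSG00000004099, chromosome 9 of GRCm38, 20907209 to 20959888) fell from 3027.98 ± 367.22 to 741.23 ± 65.79 normalized counts (SD, n = 3 each). Its log2 fold change was -2.0293 (SE 0.1088, adjusted p = 0.00019203). Dnmt3a (ENSMUSG00000020661, chromosome 12, 3806007 to 3914443) had a log2 fold change of 0.2367 (SE 0.0801, adjusted p = 0.091937). Dnmt3b (ENSMUSG00000027478, chromosome 2, 153649450 to 153687730) had 0.2141 (SE 0.1703, adjusted p = 0.44399). The remaining 7 genes were up-regulated. Nppb (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205) rose most, from 151.68 ± 26.13 to 932.81 ± 164.08 normalized counts (SD, n = 3 each), with a log2 fold change of 2.6267 (SE 0.1709, adjusted p = 0.00032134). Nppa (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079) had a log2 fold change of 1.6546 (adjusted p = 0.0023045) and Tnni3 (ENSMUSG00000035458, chromosome 7, 4518305 to 4524229) of 1.5476 (adjusted p = 0.0081713). Myh6 (ENSMUSG00000040752, chromosome 14, 54941921 to 54966927) changed by 1.4069 (adjusted p = 0.0031613) and Tnnc1 (ENSMUSG00000091898, chromosome 14, 31208312 to 31211729) by 1.3196 (adjusted p = 0.0025305). Nkx2-5 (ENSMUSG00000015579, chromosome 17, 26838664 to 26845009) changed by 0.8027 (adjusted p = 0.0065839). Tnnt2 (ENSMUSG00000026414, chromosome 1, 135836354 to 135852260) changed least of the 7, from 16859.01 ± 2795.12 to 25758.12 ± 2514.47 normalized counts (SD, n = 3 each), a log2 fold change of 0.6115 (SE 0.1303, adjusted p = 0.022299). In these 8 changed genes, the 3 cultures of each treatment did not overlap (exact permutation test, p = 0.1 for each, the smallest p that 3 against 3 allow). The same 8 genes were past the limits with the replicate block, where the adjusted p of Dnmt1 was 0.00097621. Shrinkage in DESeq2 moved Nppb the furthest, to a log2 fold change of 2.3464. Without negative siRNA replicate 3 that of Tnnt2 was 0.4861, short of the fold change limit. Tnnt2 was also short of it with shrunken DESeq2 (fold change 1.4667) and with no filter (1.4955). It passed both limits in only 2 of the 6 fits that each left out 1 culture.

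**Figure D2:**
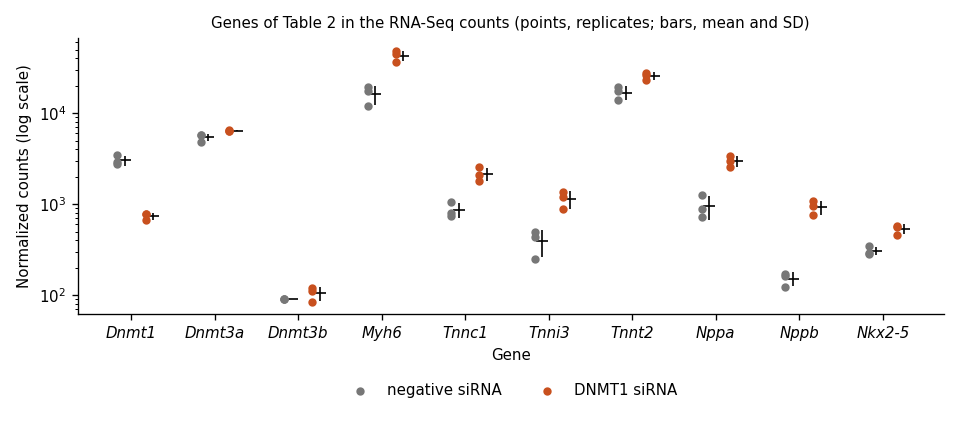
Normalized counts of the 10 genes of Table 2 on a log scale, with 1 point per culture and the mean with its SD beside the points. Dnmt1 lay lower with DNMT1 siRNA in every culture, and the 7 cardiac genes from Myh6 to Nkx2-5 lay higher.

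The paper compares these RNA-Seq changes with its qPCR values in Table 2, and concludes from the pair of methods that the expression changes hold.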

Expression changes of ten genes were confirmed by qPCR (Table 2).

**Fig. 3:**
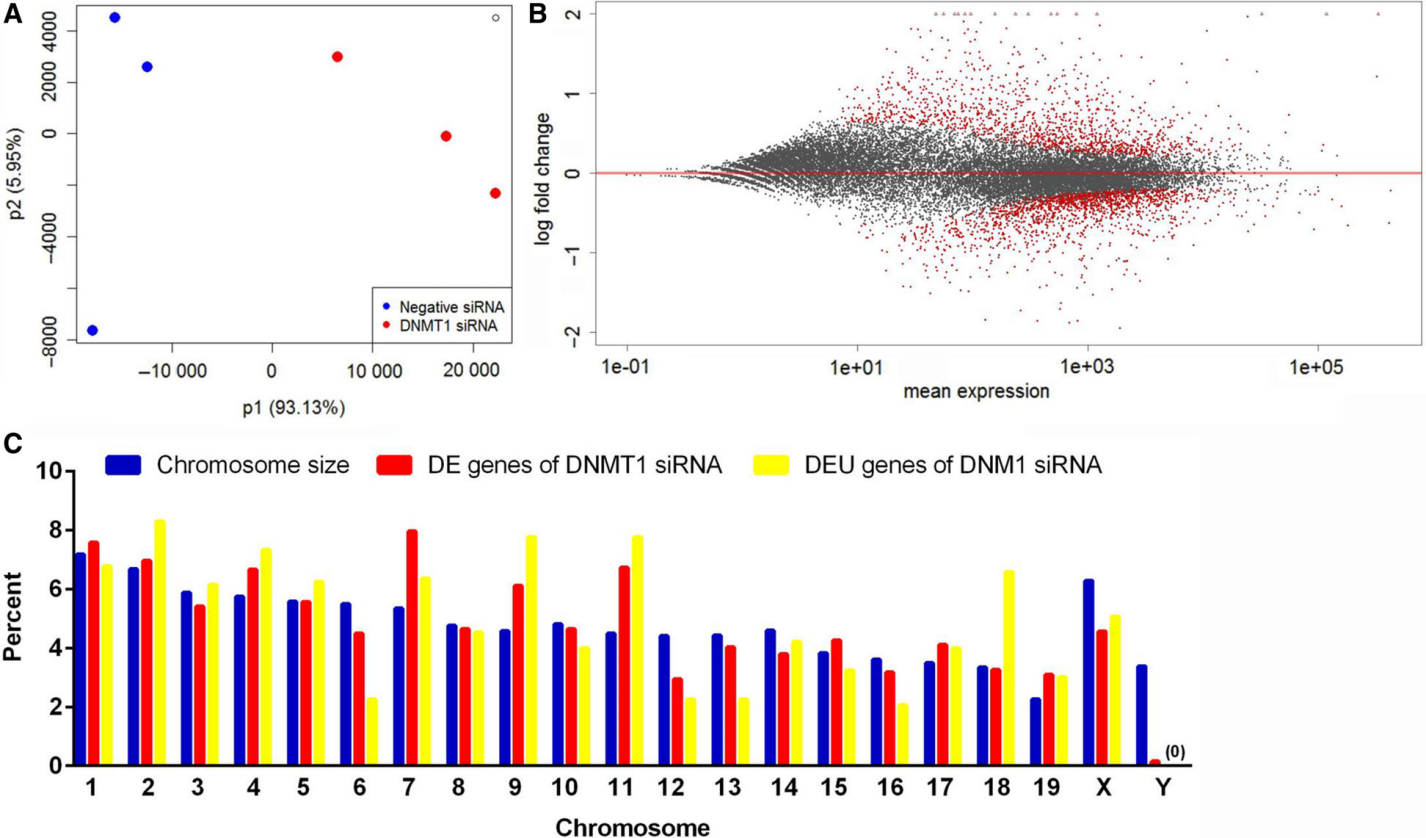
RNA‐Seq results. Principal component analysis (PCA) shows that the samples were well‐separated by treatment (A). The percent variability attributed to the first two principal components is displayed on the *X* and *Y* axes. The MA plot shows the expression changes of genes at 72 h following the knockdown of DNMT1 (12 nM; B). *X*‐axis is the mean raw counts of gene expression. *Y*‐axis is log2 fold change. Black dots represent nonsignificant genes, and red dots represent significant differentially expressed (DE) genes (false discovery rate [FDR] < 0.05 and absolute fold change >1.5). The percent DE and differentially exon usage (DEU) genes in each mouse chromosome are compared to the genome size (C). DE and DEU genes were distributed quite evenly across the homologous chromosomes.

**Table 1:** Differentially expressed (DE) genes or exons following knockdown of DNMT1 expression for 72 h in embryonic cardiomyocytes.

Method	# of up‐regulated genes/exons^a^	# of down‐regulated genes/exons^a^
DEseq2	619	432
EdgeR	776	481
Unique DE genes^b^	801	494
DEXseq	583 exons (488 genes)	346 exons (308 genes)

^a^ Genes or exons with false discovery rate (FDR) less than 0.05 and absolute fold change > 1.5 were considered as significant.

^b^ Combining the DEseq2 and EdgeR results, there were 801 unique genes that were up‐regulated and 494 unique genes that were down‐regulated.

**Table 2:** qPCR validation of gene expression data obtained by RNA‐Seq.

Symbol	Fold change (RNA‐Seq, EdgeR)^a^	Fold change (qPCR)
*Dnmt1*	−4.06*	−4.23*
*Dnmt3a*	1.18	1.26
*Dnmt3b*	1.17	1.20
*Myh6*	2.67*	2.67*
*Tnnc1*	2.51*	2.79*
*Tnni3*	2.93*	3.86*
*Tnnt2*	1.54*	1.59*
*Nppa*	3.16*	4.22*
*Nppb*	6.20*	9.52*
*Nkx2.5*	1.75*	1.97*

^a^ Genes with false discovery rate (FDR) < 0.05 and absolute fold change > 1.5 were considered as significant.

* *P* < 0.05 vs. negative siRNA treatment.

### DEU genes in embryonic cardiomyocytes after DNMT1 knockdown

It is known that DNA methylation in intragenic regions contributes to alternative splicing [16]. Thus, we studied the effects of reduced DNMT1 expression on alternative splicing, as indicated by different levels of exon usage. Analysis by DEXseq identified 929 exons that had differential usage levels after knocking down of DNMT1 (DEU exons), including 583 up‐regulated exons and 346 down‐regulated exons, following knockdown of DNMT1 expression for 72 h (Table 1 and Table S2). These exons belong to 796 unique genes. Fig 4 shows the representative cardiac genes with DEU exons, including *Gata4*, *Myh7*, *Tpm1*, and *Tpm2*. 

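At the gene level, Gata4 (ENSMUSG00000021944, chromosome 14 of GRCm38, 63198922 to 63271692) had 5642.25 ± 141.37 normalized counts with negative siRNA and 5550.82 ± 105.42 with DNMT1 siRNA (SD, n = 3 each), a log2 fold change of -0.0235 (SE 0.0602, adjusted p = 0.82773). Tpm2 (ENSMUSG00000028464, chromosome 4, 43514711 to 43523765) had 6597.04 ± 1010.83 and 6380.59 ± 373.4 normalized counts (SD, n = 3 each), a log2 fold change of -0.048 (SE 0.1095, adjusted p = 0.80663). For Tpm1 (ENSMUSG00000032366, chromosome 9, 67022590 to 67049406) the counts were 48577.2 ± 7142.31 and 39204.27 ± 2053.62 (SD, n = 3 each), a log2 fold change of -0.3093 (SE 0.1105, adjusted p = 0.10598). All 3 DNMT1 siRNA cultures lay below the negative siRNA cultures for Tpm1 (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626) had 1902.62 ± 1389.01 and 2187.54 ± 274.85 normalized counts (SD, n = 3 each), a log2 fold change of 0.2026 (SE 0.4207, adjusted p = 0.78651). The large SE of Myh7 reflects negative siRNA replicate 2, with 3495.7 normalized counts against 945.4 and 1266.8 in the other two. Without that culture, the log2 fold change of Myh7 was 0.9879, and Myh7 then passed the limits as up-regulated. Adjusted p values with the replicate block were 0.86849 for Gata4, 0.44883 for Myh7, 0.13588 for Tpm1 and 0.82672 for Tpm2. Changes in Myh7 smaller than its spread between negative siRNA cultures were not detectable here. The paper concludes that expression of these genes did not change at the gene level, and contrasts this with the changed exon usage in Fig. 4.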

However, expression of these 4 genes was not changed at the gene level.

**Fig. 4:**
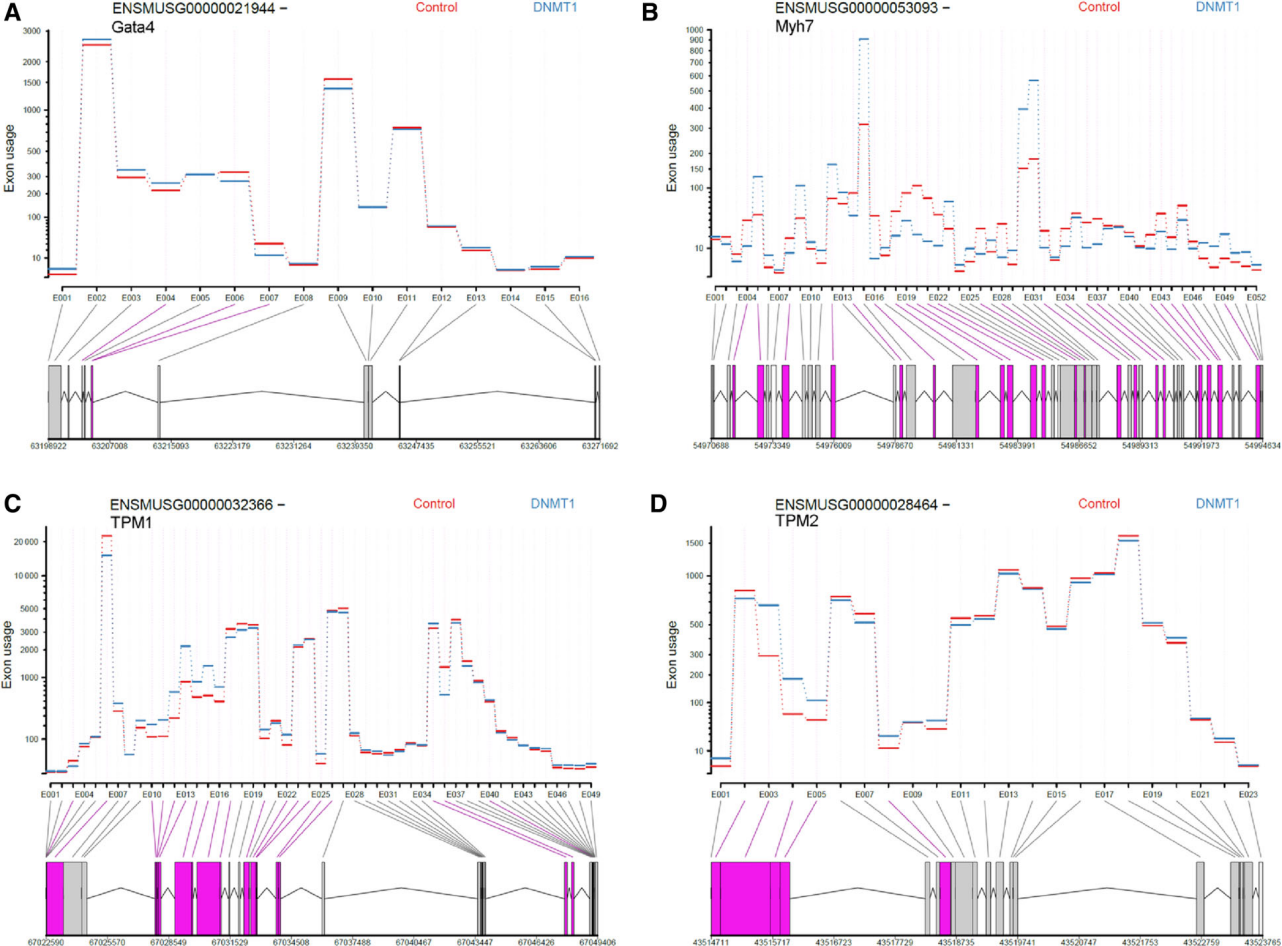
Differential exon usage (DEU) in cardiac genes. DEXseq analysis on RNA‐Seq data revealed that knockdown of DNMT1 expression for 72 h significantly altered exon usage of *Gata4* (A), *Myh7* (B), *Tpm1* (C), and *Tpm2* (D) in embryonic cardiomyocytes. The *x*‐axis shows the exons within a gene, and the *y*‐axis represents exon usage (normalized read counts of exons). Exons highlighted in purple are significant DEU exons with false discovery rate (FDR) <0.05 and absolute fold change >1.5.

### Overlap of DE and DEU genes

We next compared the genes affected by altered splicing and the genes that were differentially expressed following knockdown of DNMT1 expression. We found that 59 DEU genes overlapped with DE genes, indicating that these genes were affected at both the transcription and splicing levels.

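The exon counts are not in the files analysed here, so the genes with differential exon usage were taken from Table S2. It lists 929 exons of 767 different Ensembl gene identifiers, of which 697 were among the 15470 genes tested at the gene level. The 1004 differentially expressed (DE) genes included 45 of them, 20 up-regulated and 25 down-regulated. That is 4.48% of the DE genes, while 4.51% of all tested genes were in Table S2. An overlap of 45.24 genes would follow from these shares (odds ratio 0.9942, Fisher's exact test, p = 1). The overlap was 38 genes with the replicate block and 53 with the combined list of the exact test and DESeq2. The overlap grew most without the limit on fold change, to 104 genes. From the overlap of the DE and DEU lists, the paper reasons that these genes were affected at both the transcription and the splicing levels.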

The distribution of DE genes and DEU genes across chromosome is shown in Fig 3C. 

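Of the 1004 DE genes, 1001 have a position in the annotation on chromosomes 1 to 19, X or Y. The share of tested genes that were DE ranged from 4.83% on chromosome 11 (60 of 1241 genes) to 8.76% on chromosome 1 (90 of 1027 genes), apart from chromosome Y. It was 6.49% over all tested genes. The distribution of DE genes over the 21 chromosomes differed from that of the tested genes (chi-square 35.712, permutation test with 10000 draws, p = 0.0118). Chromosome Y was included, where 2 of 5 tested genes were DE, and this comparison was not repeated without it. How far the difference rests on these 2 genes was not tested. No single chromosome passed Fisher's exact test after adjustment over the 21 chromosomes, and the lowest adjusted p values were 0.080789 for chromosome 1 and 0.12195 for chromosome 11. Genes were treated as independent in these tests. Chromosome length was taken as the end of the last annotated gene on each chromosome. Compared with it, the chi-square was 76.36 (10000 random draws by length, p = 0.0001, the smallest p these draws can give). Without chromosome Y the chi-square was 44.374 (random draws by length, p = 0.0008). The tested genes themselves do not follow length, with 8.06% of them on chromosome 11, which has 4.48% of the length. The comparison with length therefore cannot tell uneven DE genes from uneven tested genes. The difference from the tested genes was not stable, and without negative siRNA replicate 3 the permutation p was 0.4432.

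**Figure D3:**
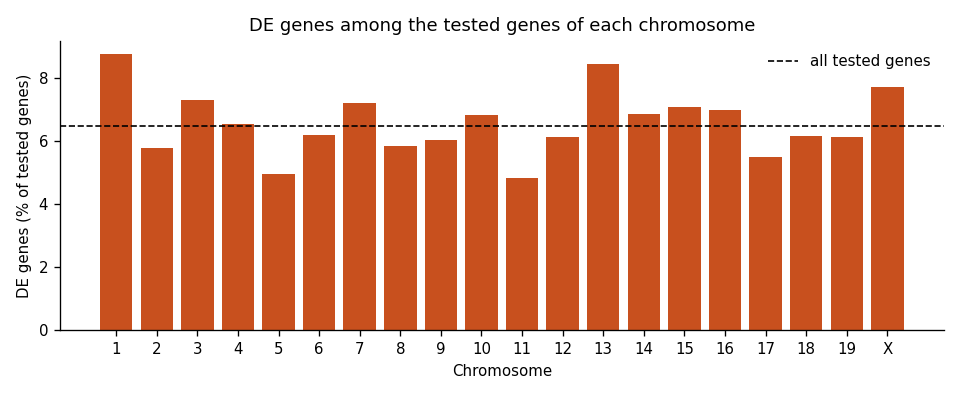
DE genes as a percent of the tested genes on each chromosome (bars), without chromosome Y, which has 5 tested genes. The dashed line is the 6.49% of all tested genes, and chromosome 1 at 8.76% and chromosome 11 at 4.83% are the extremes.

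The paper compares the percent of DE genes with the size of each chromosome in Fig. 3C, and concludes from it that the DE genes were spread quite evenly.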

DE genes were distributed quite evenly across the homologous chromosomes. But, the Y chromosome had less DE and DEU genes in proportion to its size. 

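Chromosome Y holds 1569 of the genes listed in the files, of which 49 had a count in any sample and 5 passed the filter. Both DE genes on it were up-regulated. They were 0.2% of the DE genes, while chromosome Y makes up 3.34% of the summed chromosome length and 0.03% of the tested genes. Uty (ENSMUSG00000068457, 1096861 to 1245759) rose from 206.88 ± 10.06 to 321.02 ± 6.02 normalized counts (SD, n = 3 each), a log2 fold change of 0.6331 (SE 0.1025, adjusted p = 0.0079432). Kdm5d (ENSMUSG00000056673, 897788 to 956786) rose from 273.08 ± 45.32 to 415.51 ± 44.29 normalized counts (SD, n = 3 each), a log2 fold change of 0.6046 (SE 0.146, adjusted p = 0.033693). Their adjusted p values with the replicate block were 0.029487 and 0.038785. Ddx3y (log2 fold change 0.4953) and Eif2s3y (0.5439) also had an FDR below 0.05 but changed by less than 1.5 times. Of these values, that of Kdm5d moved most, to a log2 fold change of 0.4758 without negative siRNA replicate 3. The paper compares the DE and DEU genes of chromosome Y with its size, and states from this that it had fewer of them in proportion.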

Interestingly, high percentages of DEU genes were found in chromosomes 2, 4, 9, 11, and 18.

### Pathway analysis of DE genes

Diseases and Bio Functions analysis of DE genes by IPA revealed that pathways related to cell death and survival, cell morphology, cell assembly and organization, and molecular transport were affected following DNMT1 siRNA treatment (Table 3). The cell death and survival pathways were predicted to be inactivated, and the assembly of intercellular junctions and organization of cytoskeleton pathways were predicted to be activated. In addition, several cardiac function and disease pathways were significantly enriched (Table 4). Interestingly, the pathways related to cardiac function were predicted to be activated, whereas the pathways related to cardiac diseases were mostly inactivated.

**Table 3:** Altered cellular morphology and function pathways in embryonic cardiomyocytes following DNMT1 siRNA treatment.

	*P*‐value	Activation *Z*‐score^a^	# of molecules^b^
Cell death and survival			
Cell death of heart	1.75E‐07	−1.918	36
Cell death	1.41E‐16	−1.483	372
Proliferation of cells	2.22E‐20	−1.018	414
Necrosis	4.98E‐14	−0.763	295
Cell survival	4.82E‐08	−0.470	156
Apoptosis	1.46E‐14	−0.467	297
Cell morphology, cellular assembly, and organization			
Fibrogenesis	5.37E‐06	2.076	53
Assembly of intercellular junctions	8.12E‐06	1.733	37
Organization of cytoskeleton	1.44E‐08	1.386	160
Differentiation of cells	1.04E‐17	1.024	275
Cell movement	2.42E‐15	0.572	255
Morphology of cells	1.49E‐20	–	256
Size of cells	1.72E‐07	–	60
Abnormal morphology of plasma membrane	3.61E‐06	–	31
Morphology of sarcomere	1.25E‐06	–	9
Molecular transport			
Transport of ion	1.14E‐06	3.248	62
Transport of metal	3.26E‐06	2.765	51
Transport of molecule	4.35E‐09	2.749	182
Transport of cation	8.62E‐06	2.643	49
Ion homeostasis of cells	5.69E‐06	1.658	70
Release of Ca2+	9.96E‐06	1.361	30
Quantity of Ca2+	8.24E‐07	1.231	54

^a^ Positive number means activation, and negative number means deactivation. – = the pathway was neither activated nor deactivated based on the patterns of gene expression. *Z*‐scores greater than 2 or smaller than −2 can be considered significant.

^b^ Genes with false discovery rate (FDR) less than 0.05 and absolute fold change > 1.5 were considered as significant.

**Table 4:** Altered cardiac function and disease pathways in embryonic cardiomyocytes following DNMT1 siRNA treatment. At the molecular level, IPA analysis revealed that knockdown of DNMT1 expression altered many canonical pathways that are related to regulation of cardiac function (Table 5). Specifically, the calcium signaling, protein kinase A signaling, Wnt/Ca^2+^ pathway, catecholamine biosynthesis, endothelin‐1 signaling, cAMP‐mediated signaling, and cardiac β‐adrenergic signaling were predicted to be activated based on the gene expression patterns.

	*P*‐value	Activation *Z*‐score^a^	# of molecules^b^
Cardiac function			
Heart rate	2.18E‐20	3.254	65
Function of heart	9.60E‐11	3.135	43
Function of cardiovascular system	2.90E‐15	2.892	69
Cardiogenesis	1.11E‐17	2.445	92
Cardiac output	9.74E‐04	2.425	8
Contraction of cardiac muscle	6.25E‐18	2.217	34
Formation of myofibrils	1.61E‐15	1.710	25
Proliferation of cardiomyocytes	4.16E‐02	1.480	9
Organization of sarcomere	1.17E‐14	1.114	20
Morphology of cardiovascular system	4.23E‐19	–	108
Cardiac disease			
Left ventricular dysfunction	4.47E‐10	−3.254	26
Congestive heart failure	3.76E‐08	−2.759	22
Fibrosis of heart	1.89E‐10	−2.694	36
Hypertrophy of heart chamber	1.01E‐10	−2.105	29
Supraventricular arrhythmia	4.54E‐09	−2.000	27
Failure of heart	2.10E‐07	−1.940	39
Congenital heart disease	6.93E‐04	−1.903	26
Dysfunction of heart	3.44E‐06	−1.842	16
Necrosis of cardiac muscle	1.30E‐06	−1.800	33
Arrhythmia	3.23E‐12	−1.421	43
Mass of heart	4.98E‐10	−1.166	29
Familial heart disease	2.60E‐14	−1.159	42
Infarction	1.35E‐08	−0.748	54
Hypertrophy of heart cells	5.39E‐07	−0.082	27
Dilated cardiomyopathy	1.23E‐11	0.089	40
Diastolic dysfunction	1.78E‐06	–	10

^a^ Positive number means activation, and negative number means deactivation. – = the pathway was neither activated nor deactivated based on the patterns of gene expression. Z‐scores greater than 2 or smaller than −2 can be considered significant.

^b^ Genes with false discovery rate (FDR) < 0.05 and absolute fold change > 1.5 were considered as significant.

DAVID analysis on the DE genes also identified significantly altered pathways, with the heatmaps of gene expression patterns of the altered pathways shown in Fig. 5. 

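The genes drawn in the heatmaps of Fig. 5B to 5D were looked up in the edgeR quasi-likelihood test. They were chosen by the paper as DE genes, so only their number, direction and size of change are given. Of the 32 contractile fiber genes, 27 were up-regulated and 1 was down-regulated at the paper's limits, with a median log2 fold change of 1.2933. The heart development list had 38 genes, of which 29 were up-regulated and 4 down-regulated (median 0.8287). Among the 20 genes of hypertrophic or dilated cardiomyopathy, 16 were up-regulated and 1 was down-regulated (median 1.3566). The other 4, 5 and 3 genes of these lists did not pass the FDR limit. Ttn (ENSMUSG00000051747, chromosome 2 of GRCm38, 76703980 to 76982547), which encodes titin, rose most in the cardiomyopathy list, from 4410.99 ± 1149.28 to 17384.82 ± 2407.66 normalized counts (SD, n = 3 each). Its log2 fold change was 1.9789 (SE 0.1901, adjusted p = 0.0011846). Itgb1bp2 (ENSMUSG00000031312, chromosome X, 101449088 to 101453541) led the contractile fiber list with a log2 fold change of 2.2109 (SE 0.2248, adjusted p = 0.0014109). Nppb led the heart development list with 2.6267. The lowest value in both the contractile fiber and the heart development lists was that of Myh11 (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372), with 326.29 ± 308.09 and 115.45 ± 16.84 normalized counts (SD, n = 3 each), a log2 fold change of -1.4942 (SE 0.604, adjusted p = 0.1445). Blocking on the replicate number left 26 contractile fiber, 26 heart development and 15 cardiomyopathy genes up-regulated. Under glmTreat, the strictest of the tests run, these numbers were 13, 10 and 9.

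**Figure D4:**
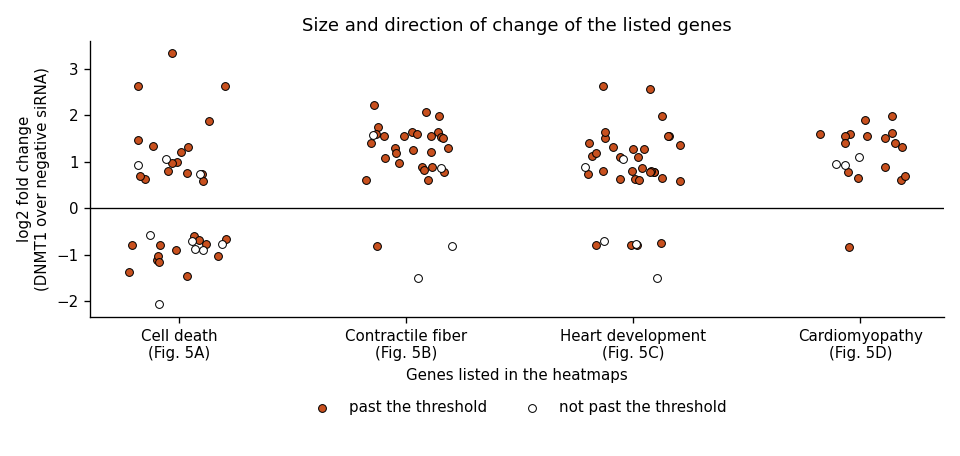
Log2 fold change (DNMT1 over negative siRNA) of each gene listed in Fig. 5A to 5D, 1 point per gene, filled when it passed the FDR and fold change limits. Most genes of the contractile fiber, heart development and cardiomyopathy lists lie above 0, while the cell death list has 19 genes above and 19 below.

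The paper concludes from its heatmaps that genes of these cardiac pathways were mostly up-regulated by DNMT1 siRNA.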

Following DNMT1 siRNA treatment, the genes were most up‐regulated in the pathways related to formation of contractile fiber, heart development, and hypertrophy or dilated cardiomyopathy.

**Fig. 5:**
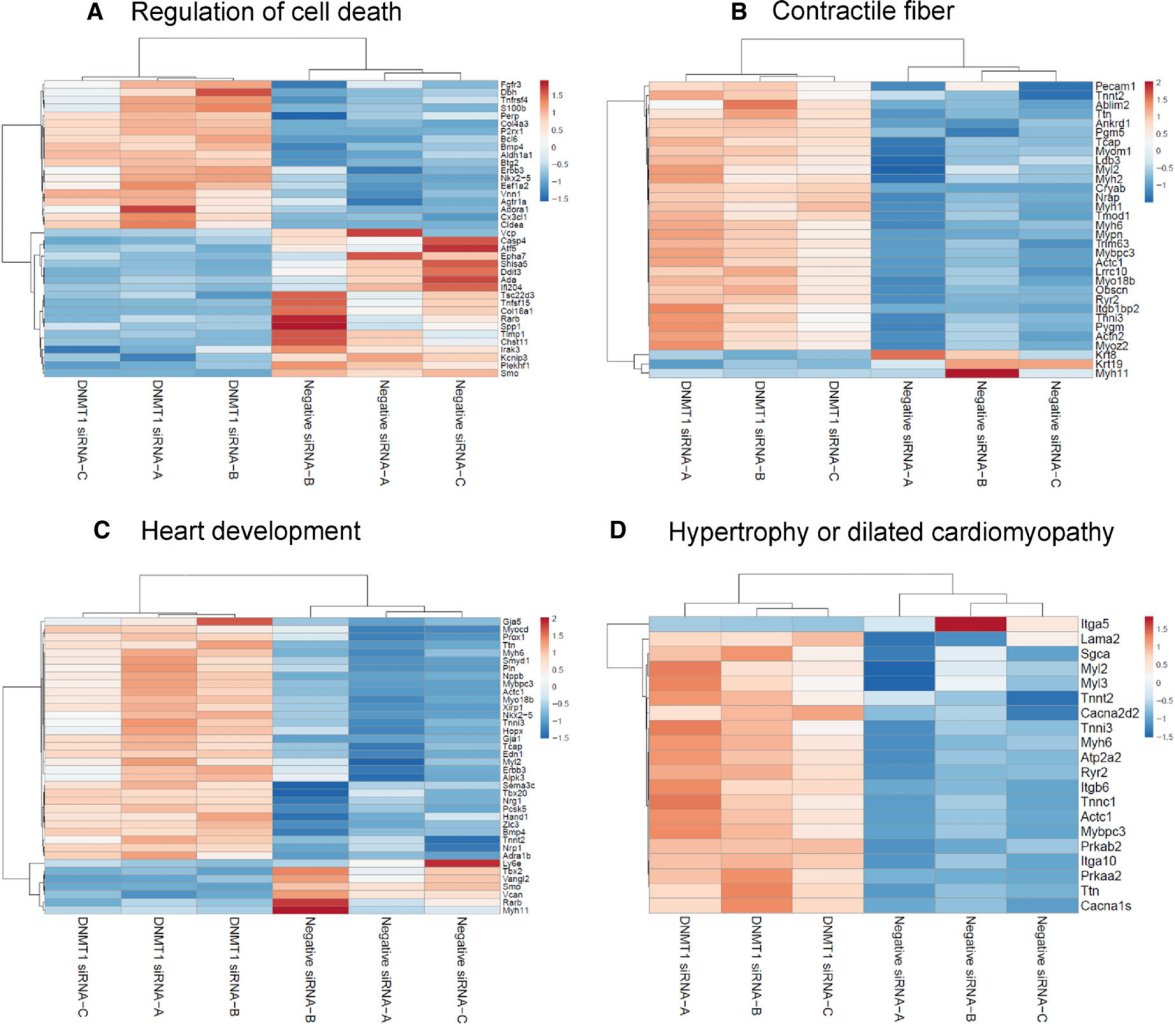
DNMT1 knockdown results in differential expression (DE) of genes in cell death and cardiac pathways. Heatmaps show the expression patterns of DE genes involved in the pathways of regulation of cell death (A), contractile fiber (B), heart development (C), and hypertrophy or dilated cardiomyopathy (D). Gene expression data (normalized raw counts) were centered and scaled by ClustVis before generating the heatmaps (orange, up‐regulated; blue, down‐regulated).

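For the heatmap of cell death genes (Fig. 5A), 38 genes were looked up in the same test. The paper chose them as DE genes as well. At the paper's limits 16 were up-regulated and 13 were down-regulated, and 9 did not pass. The median log2 fold change was 0.0015. P2rx1 rose most, with a log2 fold change of 3.3311 (SE 0.1973, adjusted p = 0.00030127). The largest fall was that of Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050), with 306.82 ± 241.38 normalized counts under negative siRNA and 74.11 ± 34.16 under DNMT1 siRNA (SD, n = 3 each). Its log2 fold change of -2.0637 (SE 0.6027, adjusted p = 0.060168) did not pass the FDR limit. Adding the replicate block left 14 up-regulated and 10 down-regulated genes. The down-regulated genes depended most on the test, and none of them passed glmTreat, which kept 3 up-regulated genes. The paper takes the patterns of these DE genes as changes in cell death and cardiac pathways after DNMT1 knockdown.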

### Pathway analysis of DEU genes

DAVID analysis on the DEU genes demonstrated that they are involved in the pathways related to cell cycle, apoptosis, calmodulin binding, sarcomere, heart development, hypertrophic cardiomyopathy, etc. (Table 6).

**Table 5:** Significantly enriched cardiac and cell cycle pathways of DEU genes following DNMT1 siRNA treatment.

Pathways (category)	Ratio (%)^a^	*P*‐value	Genes
GO:0007049~cell cycle (GOTERM_BP_FAT)	6.20	3.92E‐04	LOC630896, E2F3, GM1859, GM9385, MLH1, CDC16, GM8416, WTAP, GM4870, GM8096, GM5847, GM13337, CDC45, GM5593, GM7743, ASPM, ANAPC1, CDK1, LOC675010, DDIT3, GM7380, PRDM9, GM7308, USP22, PDCD6IP, XRN1, NEK6, GM7669, ING4, CCDC99, ANAPC13, LOC100047393, POLA1, CHEK1, ITGB1, C79407, 4922501C03RIK, NUMA1, GM8341, RB1CC1, GM7390, CAMK2D, PKD2, BUB1, TFDP1, GM9252, PDS5B, LOC674691, GM5207, GM14292, GM6756, RPL24, RACGAP1, GM7901, EHMT2, ATM, NAE1, CCNB1, LOC100045322, GM9347, PHGDH, CALM3, GAS2L1, GM9210, CIT, SMC1A, CALM2, CALM1, MYH10
GO:0030017~sarcomere (GOTERM_CC_FAT)	1.51	0.002	MYO18B, ANK2, SLMAP, PDLIM5, SPNA2, MYH7, TTN, TPM2, CAPZB, TPM1
GO:0005516~calmodulin binding (GOTERM_MF_FAT)	1.66	0.008	LOC100048853, INVS, MYO1C, PHKA1, CAMK2D, ATPIF1, SPNA2, MYH7, MYH14, TTN, ASPM, MYH10
GO:0007507~heart development (GOTERM_BP_FAT)	2.57	0.010	PRKDC, TTN, FOXP4, ITGB1, TPM1, ATM, HDAC5, NOTCH1, MYO18B, D930049A15RIK, MYOCD, ZMIZ1, RB1CC1, GATA4, PKD2, SLC22A5, RBPJ, MYH10
s‐adenosyl‐l‐methionine (SP_PIR_KEYWORDS)	1.36	0.012	PRMT1, RNMT, PRDM9, EZH2, DNMT1, SETD7, CDKAL1, EHMT2, NSUN2
GO:0006915~apoptosis (GOTERM_BP_FAT)	4.08	0.026	LOC100047393, PRKDC, NFKB1, SCRIB, APLP1, RTN3, ANK2, SLK, TIA1, GM7390, TRAF7, ACIN1, CUL1, TFDP1, FAM82A2, AIMP2, LOC674691, TBRG4, MALT1, ATM, NAE1, LOC100046166, BBC3, TIAL1, LCK, TNFAIP8, SH3KBP1, MFSD10, PDCD6IP, EIF2AK2, NEK6
mmu05410:Hypertrophic cardiomyopathy (KEGG_PATHWAY)	1.21	0.038	ITGB8, ITGA10, ITGA3, MYH7, TTN, TPM2, ITGB1, TPM1

^a^ Percent of genes in the pathway that had differentially expressed exons (DEU). Exons with false discovery rate (FDR) < 0.05 and absolute fold change > 1.5 were considered as significant.

### Upstream transcription factors of DE genes

One mechanism for DNA methylation to inactivate gene expression is to suppress the binding of transcription factors to gene promoters. [14]. By analyzing the DE genes with the IPA software, we identified the transcription factors that may have increased or suppressed activities after knockdown of DNMT1 expression, even though they may not necessarily be altered at the transcription level (Table 7). 

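Of the 40 transcription factors listed in Table 7, 36 passed the filter on low counts and 8 changed past the paper's limits at the gene level. Of the 19 tested factors predicted to be activated, 4 were up-regulated and none was down-regulated. Of the 17 predicted to be inhibited, 2 were up-regulated and 2 were down-regulated. Trim24 (ENSMUSG00000029833, chromosome 6 of GRCm38, 37870811 to 37966296) had the lowest adjusted p, with a rise from 1260.97 ± 64.22 to 2064.42 ± 113.12 normalized counts (SD, n = 3 each). Its log2 fold change was 0.7112 (SE 0.0739, adjusted p = 0.0015023). Ppargc1a (chromosome 5, 51454250 to 51567726) had a log2 fold change of 1.0934 (adjusted p = 0.03151) and Fos (chromosome 12, 85473890 to 85477273) of 0.709 (adjusted p = 0.017585). Nfatc2 (chromosome 2, 168476410 to 168601657) had 0.7822 (adjusted p = 0.030651). Snai1 (chromosome 2, 167538195 to 167542814) fell by 0.6225 on the log2 scale (SE 0.1101, adjusted p = 0.011231). Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) had 1367.85 ± 888.99 and 403.76 ± 77.63 normalized counts (SD, n = 3 each), a log2 fold change of -1.7627 (SE 0.4804, adjusted p = 0.048295). Its cultures overlapped, since negative siRNA replicate 2 had 464.6 normalized counts and DNMT1 siRNA replicate 3 had 492.3. Stat2 (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) had a log2 fold change of -0.7564 (SE 0.2892, adjusted p = 0.12598). The replicate block gave an adjusted p of 0.008273 for Trim24, 0.048771 for Irf7 and 0.059544 for Nfatc2. Shrinking the fold changes in DESeq2 moved Irf7 the furthest, to a log2 fold change of -0.745. The paper reasons from its pathway software that such factors may change in activity without a change in their own transcription.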

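Expression of the cardiac transcription factors themselves was read from the same test. Nkx2-5 (ENSMUSG00000015579) rose from 306.5 ± 31.99 to 534.09 ± 66.04 normalized counts (SD, n = 3 each), a log2 fold change of 0.8027 (SE 0.1238, adjusted p = 0.0065839). Myocd (ENSMUSG00000020542, chromosome 11 of GRCm38, 65176561 to 65269989) rose from 867.29 ± 196.43 to 1307.56 ± 73.67 normalized counts (SD, n = 3 each), a log2 fold change of 0.5923 (SE 0.1463, adjusted p = 0.036087). With the replicate block its adjusted p was 0.057036, and that of Nkx2-5 was 0.013704. Myocd was short of the fold change limit with DESeq2 (fold change 1.4817, or 1.4381 shrunken) and with no filter (1.4751). It passed both limits in only 1 of the 6 fits that each left out 1 culture, and Nkx2-5 in 5. The others that were tested did not pass the limits. Log2 fold changes were 0.0071 for Mef2c (adjusted p = 0.97778), 0.2829 for Tbx5 (adjusted p = 0.52484), -0.0235 for Gata4 (adjusted p = 0.82773) and -0.1012 for Hand2 (adjusted p = 0.48652). They were 0.2872 for Mef2a (adjusted p = 0.056461), 0.8787 for Nkx2-3 (adjusted p = 0.54916) and -0.336 for Gata5 (adjusted p = 0.2617). Nkx2-3 had a mean of only 6.47 ± 6.61 normalized counts with negative siRNA (SD, n = 3), which leaves a change of this size undetectable. Myod1 had too few counts to be tested. Nkx2-3 also depended most on the tool, with a log2 fold change of 0.1779 after shrinkage in DESeq2. The paper bases the predicted activation of these factors on the DE genes that its software lists as their targets.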

The analysis predicted activation of transcription factors known to be related to cardiac gene regulation, including MEF2C, TBX5, GATA4, HAND2, MYOCD, MEF2A, NKX2.5, MYOD1, NKX2.3, and GATA5. 

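The target genes drawn in Fig. 6A to 6E were looked up in the edgeR quasi-likelihood test. They were chosen by the paper as DE genes in the same counts, so that their passing the limits is no independent evidence. The lists also share genes, such as Ttn and Tnnt2, and are not independent of each other. At the paper's limits, 29 of 33 targets of MEF2C were up-regulated and 2 were down-regulated. For TBX5, 21 of 23 targets were up-regulated and 2 down-regulated. Among the 41 targets of GATA4, 34 were up-regulated and 5 down-regulated. HAND2 had 17 up-regulated and 3 down-regulated targets among 20, and all 13 targets of NKX2.5 were up-regulated. Median log2 fold changes of the 5 lists lay between 1.1189 (TBX5 and GATA4) and 1.2795 (NKX2.5). The largest rise among GATA4 targets was that of Myl1 (ENSMUSG00000061816, chromosome 1 of GRCm38, 66924295 to 66945404), from 4.54 ± 2.64 to 38.66 ± 8.41 normalized counts (SD, n = 3 each), a log2 fold change of 3.0725 (SE 0.4158, adjusted p = 0.0036311). The largest fall was that of Crabp2 (chromosome 3, 87948666 to 87953376), with a log2 fold change of -2.2963 (SE 0.4524, adjusted p = 0.016837). In the fit with the replicate block, 26, 19, 31, 14 and 10 targets of MEF2C, TBX5, GATA4, HAND2 and NKX2.5 were up-regulated. The list of GATA4 lost most under glmTreat, which kept 13 up-regulated targets. The paper reports activation of these transcription factors as a prediction of its software, and describes the changes of their targets as potentially mediated by them.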

Fig 6 shows the expression changes of target genes potentially mediated by MEF2C, TBX5, GATA4, HAND2, NKX2.5, and SMAD3. These transcription factors are linked to development of congenital heart disease [47, 48, 49].

**Table 6:** Predicted activation or suppression of transcription factors following knockdown of DNMT1 expression for 72 h in embryonic cardiomyocytes.

Transcription factor	Fold change^a^	Predicted activation state	Activation * z*‐score^b^	*P*‐value of overlap	# of target genes
TRIM24	1.646	Activated	5.807	1.23E‐21	35
MEF2C	–	Activated	4.602	2.20E‐20	33
TBX5	–	Activated	4.132	2.34E‐15	24
GATA4	–	Activated	4.001	8.70E‐20	42
HAND2	–	Activated	3.880	3.71E‐14	20
SRF	–	Activated	3.219	2.90E‐12	49
MYOCD	1.516	Activated	2.889	2.41E‐17	28
MEF2A	–	Activated	2.760	7.99E‐13	15
NKX2‐5	1.754	Activated	2.735	1.05E‐10	15
SPDEF	–	Activated	2.449	4.77E‐02	7
YAP1	–	Activated	2.425	5.66E‐03	9
ARNT2	–	Activated	2.400	1.20E‐03	21
SIM1	–	Activated	2.400	1.71E‐03	21
PPARGC1A	2.146	Activated	2.344	1.97E‐05	26
CREBBP	–	Activated	2.286	1.70E‐08	46
MYOD1	–	Activated	2.269	1.74E‐09	31
NKX2‐3	–	Activated	2.253	2.06E‐13	40
GLIS2	–	Activated	2.236	1.39E‐03	5
GATA5	–	Activated	2.219	9.61E‐06	6
RB1	–	Activated	2.178	2.78E‐03	31
IRF4	–	Activated	2.177	7.86E‐06	21
STAT5B	–	Activated	2.046	1.86E‐09	29
NFKB1	–	Activated	2.032	4.98E‐05	27
FOS	1.644	Inhibited	−2.076	6.30E‐05	47
SNAI1	−1.531	Inhibited	−2.171	7.12E‐03	11
TBX3	–	Inhibited	−2.219	4.58E‐05	6
Foxp1	–	Inhibited	−2.449	2.04E‐05	9
SMAD3	–	Inhibited	−2.494	4.74E‐04	23
STAT2	−1.681	Inhibited	−2.589	7.37E‐05	10
NRIP1	–	Inhibited	−2.621	2.70E‐03	9
KDM5A	–	Inhibited	−2.668	2.02E‐04	17
PML	–	Inhibited	−2.751	3.47E‐02	11
STAT1	–	Inhibited	−2.861	1.04E‐12	45
NFATC2	1.730	Inhibited	−2.982	8.76E‐06	21
ATF4	–	Inhibited	−3.272	4.21E‐08	24
HTT	–	Inhibited	−3.325	3.52E‐10	74
IRF5	–	Inhibited	−3.477	1.57E‐07	16
IRF1	–	Inhibited	−3.676	1.44E‐03	17
IRF3	–	Inhibited	−3.931	7.66E‐10	30
IRF7	−3.370	Inhibited	−4.738	1.64E‐14	36

^a^ Genes with false discovery rate (FDR) < 0.05 and absolute fold change > 1.5 were considered as significant.

^b^ Z‐scores greater than 2 or smaller than −2 can be considered significant.

**Fig. 6:**
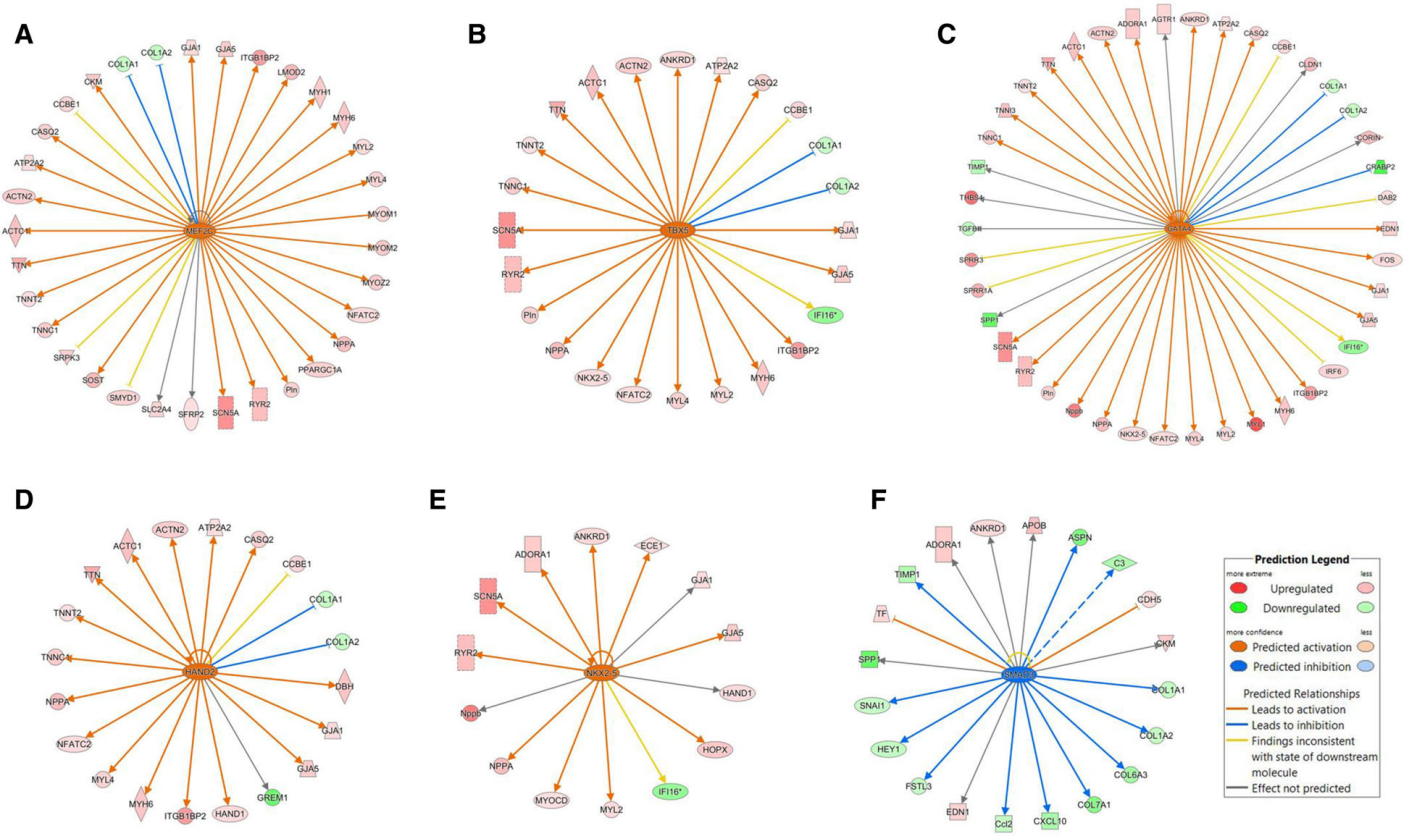
Cardiac transcription factors predicted to be activated or inhibited following knockdown of DNMT1 expression. Ingenuity pathway analysis (IPA) predicted that knockdown of DNMT1 expression activated Myocyte Enhancer Factor 2C (MEF2C; A), T‐Box Protein 5 (TBX5; B), GATA‐Binding Protein 4 (GATA4; C), Heart and Neural Crest Derivatives Expressed 2 (HAND2; D), and NK2 Homeobox 5 (NKX2.5; E) in primary cardiomyocytes. In contrast, transcription factor SMAD Family Member 3 (SMAD3) was predicted to be inhibited (F). Red or green represents a gene that was up‐ or down‐regulated, respectively, as detected by RNA‐Seq (Genes with false discovery rate [FDR] less than 0.05 and absolute fold change > 1.5 were considered as significant). Orange or blue means that the interaction between transcription factor and gene expression was predicted to be activated or inhibited, respectively. Yellow lines show the inconsistencies between our gene expression data and IPA predictions.

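SMAD3 targets drawn in Fig. 6F went mostly the other way. They were also chosen by the paper as DE genes in the same counts. Of 20 genes, 10 were down-regulated, 5 were up-regulated and 5 did not pass the limits, with a median log2 fold change of -0.6688. Hey1 (ENSMUSG00000040289, chromosome 3 of GRCm38, 8663359 to 8667256) fell most, from 17.08 ± 5.94 to 3.48 ± 2.25 normalized counts (SD, n = 3 each), a log2 fold change of -2.2632 (SE 0.5571, adjusted p = 0.035735). Apob (ENSMUSG00000020609, chromosome 12, 7977648 to 8016835) rose most, from 9.01 ± 2.31 to 27.54 ± 1.99 normalized counts (SD, n = 3 each), a log2 fold change of 1.5812 (SE 0.3076, adjusted p = 0.016206). Smad3 itself (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994) had 2078.16 ± 284.4 and 1941.59 ± 98.1 normalized counts (SD, n = 3 each), a log2 fold change of -0.0978 (SE 0.1022, adjusted p = 0.56518). The block on replicate number kept 5 down-regulated and 5 up-regulated targets, and the adjusted p of Smad3 was then 0.52689. Shrunken fold changes of DESeq2 brought Hey1 from -2.2632 to -0.7091, the largest move among these genes. From the pattern of targets, the paper predicts that SMAD3 was inhibited.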

### DNA methylation changes in embryonic cardiomyocytes after DNMT1 knockdown

Previously, we found that global cytosine methylation level is significantly reduced by DNMT1 siRNA at 72 h post‐siRNA transfection [10]. In this study, we specifically examined the DNA methylation changes in target genes following knockdown of DNMT1 using multiplex targeted bisulfite sequencing.

We analyzed promoter methylation of 15 genes that are related to cardiomyocyte morphology and proliferation. Two proximal promoter (< 3000 bp from transcription start site) regions of each gene were interrogated. Consistent with global DNA demethylation, decreased promoter methylation was identified in the target genes. Following knockdown of DNMT1 for 72 h, decreased methylation was observed in the promoter CpG sites of 13 target genes, including *Myh6*, *Myh7*, *Myh7b*, *Tnnc1*, *Tnni3*, *Tnnt2*, *Nppa*, *Nppb*, *mef2c*, *mef2d*, *Camta2*, *Cdkn1A*, and *Cdkn1C* (Table 8). 

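Expression of the 15 genes chosen for bisulfite sequencing was read from the RNA-Seq counts; the methylation data were not analysed here. Myh6, Tnnc1, Tnni3, Tnnt2, Nppa and Nppb were up-regulated at the paper's limits, with log2 fold changes from 0.6115 (Tnnt2) to 2.6267 (Nppb). None of the 15 genes was down-regulated at these limits. Cdkn1c (ENSMUSG00000037664, chromosome 7 of GRCm38, 143458339 to 143461050) came closest, from 892.31 ± 402.96 to 482.45 ± 44.54 normalized counts (SD, n = 3 each). Its log2 fold change was -0.8859 (SE 0.275, adjusted p = 0.071915). Cdkn1a (chromosome 17, 29090976 to 29100727) had a log2 fold change of 0.1815 (SE 0.1052, adjusted p = 0.29433). Cdkn1b (chromosome 6, 134920401 to 134925513) fell by 0.363 on the log2 scale (SE 0.0888, adjusted p = 0.034995) and Camta2 (chromosome 11, 70669463 to 70688105) rose by 0.3335 (SE 0.0913, adjusted p = 0.048999), both short of the fold change limit. The log2 fold changes of the other genes were 0.2026 for Myh7, 0.2062 for Myh7b, 0.0071 for Mef2c, 0.1828 for Mef2d and 0.1805 for Camta1, with Mef2d at the lowest adjusted p of these, 0.12048. The replicate block kept the same 6 up-regulated genes, with an adjusted p of 0.082267 for Cdkn1c. The choice of cultures moved Myh7 most, to a log2 fold change of 0.9879 without negative siRNA replicate 2, and Cdkn1c was then at -0.456. In that fit 8 of the genes were up-regulated, with Myh7 and Myh7b among them. Without negative siRNA replicate 3, Cdkn1c was at -1.0972 and passed the limits as down-regulated. The exact test, the likelihood ratio test and DESeq2 each counted 1 down-regulated gene. The paper sets these expression changes beside its promoter methylation and proposes that methylation is among several influences on these genes.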

Of these 13 differentially methylated genes, 6 (*Myh6*, *Tnnc1*, *Tnni3*, *Tnnt2*, *Nppa*, *Nppb*) had increased gene expression, 1 (*Cdkn1C*) had decreased gene expression, and 6 (*Myh7*, *Myh7b*, *mef2c*, *mef2d*, *Camta2*, *Cdkn1C*) had no change in gene expression in the DNMT1 knockdown cells when compared to the control cells. Therefore, methylation may be one of multiple functions contributing to expression regulation of these cardiac genes.

**Table 7:** Methylation changes in promoter CpGs following knockdown of DNMT1 expression for 72 h.

Gene^a^	CpG location in amplicon	FDR of methylation change	% methylation difference	Fold change in gene expression (RNA‐Seq)^b^	FDR of fold change^b^
*Myh6_1*	43 (#1)	0	−9.51	2.67	6.83E‐15
*Myh6_1*	71 (#2)	0	−5.15		
*Myh6_1*	132 (#3)	0	−5.02		
*Myh6_1*	362 (#4)	0	−17.45		
*Myh6_2*	68 (#1)	0	−20.39		
*Myh6_2*	170 (#2)	0	−23.06		
*Myh6_2*	202 (#3)	0	−20.38		
*Myh7_1*	66 (#1)	0	−16.57	1.16	0.761
*Myh7_1*	102 (#2)	0	−12.29		
*Myh7_1*	118 (#3)	0	−13.64		
*Myh7_1*	127 (#4)	0	−13.86		
*Myh7_1*	202 (#5)	0	−9.80		
*Myh7_1*	234 (#6)	0	−11.66		
*Myh7_1*	285 (#7)	0	−17.79		
*Myh7_1*	290 (#8)	0	−16.61		
*Myh7_1*	308 (#9)	0	−17.47		
*Myh7_2*	225 (#4)	0	−5.30		
*Myh7b_1*	145 (#2)	0	−21.23	1.16	0.825
*Myh7b_1*	161 (#3)	0	−14.75		
*Myh7b_2*	122 (#1)	0	−13.09		
*Myh7b_2*	167 (#2)	0	−15.01		
*Myh7b_2*	248 (#3)	0	−9.11		
*Myh7b_2*	352 (#4)	0	−14.69		
*Tnnc1_1*	46 (#1)	0	−14.12	2.51	4.00E‐15
*Tnnc1_1*	114 (#2)	0	−15.63		
*Tnnc1_1*	198 (#3)	0	−22.16		
*Tnnc1_1*	240 (#4)	0	−7.28		
*Tnnc1_1*	243 (#5)	0	−6.97		
*Tnnc1_1*	255 (#6)	0	−7.72		
*Tnnc1_2*	107 (#4)	0	−17.23		
*Tnnc1_2*	196 (#5)	0	−5.21		
*Tnnc1_2*	272 (#6)	0	−10.44		
*Tnnc1_2*	299 (#7)	0	−11.86		
*Tnnc1_2*	340 (#8)	0	−12.16		
*Tnnc1_2*	365 (#9)	0	−13.99		
*Tnni3_1*	66 (#1)	0	−15.13	2.93	2.60E‐10
*Tnni3_1*	103 (#2)	0	−14.92		
*Tnni3_1*	171 (#3)	0	−7.67		
*Tnni3_1*	194 (#4)	0	−12.04		
*Tnni3_1*	244 (#5)	0	−11.00		
*Tnni3_1*	355 (#6)	0	−13.10		
*Tnni3_1*	409 (#7)	2.70E‐08	−13.92		
*Tnni3_2*	49 (#1)	7.68E‐14	−25.14		
*Tnni3_2*	62 (#2)	4.36E‐11	−18.97		
*Tnni3_2*	200 (#4)	0	−11.31		
*Tnni3_2*	321 (#5)	0	−12.93		
*Tnni3_2*	354 (#6)	0	−11.39		
*Tnni3_2*	398 (#7)	0	−18.29		
*Tnnt2_1*	94 (#1)	0	−12.21	1.54	1.36E‐04
*Tnnt2_1*	118 (#2)	0	−14.66		
*Tnnt2_1*	195 (#3)	0	−24.45		
*Tnnt2_1*	201 (#4)	0	−16.42		
*Tnnt2_1*	350 (#5)	0	−12.36		
*Tnnt2_1*	420 (#6)	3.28E‐15	−5.45		
*Tnnt2_2*	58 (#1)	0	−13.55		
*Tnnt2_2*	66 (#2)	0	−13.72		
*Tnnt2_2*	209 (#3)	0	−21.33		
*Tnnt2_2*	224 (#4)	0	−11.15		
*Tnnt2_2*	233 (#5)	0	−16.13		
*Tnnt2_2*	240 (#6)	0	−11.96		
*Tnnt2_2*	263 (#7)	0	−15.42		
*Tnnt2_2*	288 (#8)	0	−25.92		
*Nppa_1*	125 (#3)	0	−8.03	3.16	9.12E‐19
*Nppa_1*	133 (#4)	0	−5.36		
*Nppa_1*	233 (#5)	0	−11.81		
*Nppa_1*	296 (#6)	0	−10.91		
*Nppa_1*	303 (#7)	0	−9.71		
*Nppa_1*	310 (#8)	0	−16.30		
*Nppa_1*	352 (#9)	0	−14.00		
*Nppa_1*	405 (#10)	0	−10.50		
*Nppb_2*	51 (#1)	0	−19.68	6.20	1.82E‐44
*Nppb_2*	238 (#2)	0	−12.03		
*Nppb_2*	312 (#3)	0	−19.09		
*Nppb_2*	328 (#4)	0	−12.86		
*Nppb_2*	341 (#5)	0	−17.78		
*Nppb_2*	381 (#6)	1.82E‐16	−8.28		
*Mef2c_1*	64 (#1)	0	−15.92	1.01	0.973
*Mef2c_1*	115 (#2)	0	−17.19		
*Mef2c_1*	166 (#3)	0	−24.23		
*Mef2c_1*	268 (#4)	0	−26.42		
*Mef2c_1*	315 (#5)	0	−19.21		
*Mef2c_1*	348 (#6)	0	−19.07		
*Mef2d_1*	26 (#1)	9.15E‐05	−11.30	1.14	0.271
*Mef2d_2*	50 (#1)	4.58E‐15	−11.22		
*Mef2d_2*	82 (#2)	0	−11.16		
*Mef2d_2*	261 (#5)	0	−6.93		
*Camta2_2*	185 (#2)	0	−6.35	1.27	0.038
*Camta2_2*	196 (#3)	0	−8.96		
*Camta2_2*	247 (#4)	0	−7.84		
*Camta2_2*	299 (#5)	0	−6.04		
*Cdkn1A_1*	84 (#1)	0	−23.45	1.14	0.348
*Cdkn1A_1*	124 (#2)	0	−19.09		
*Cdkn1A_1*	222 (#3)	0	−18.23		
*Cdkn1A_1*	374 (#4)	1.07E‐10	−5.33		
*Cdkn1A_1*	393 (#5)	0	−20.13		
*Cdkn1C_1*	24 (#1)	0.008009	−5.04	−1.84	0.003
*Cdkn1C_1*	33 (#3)	5.07E‐06	−7.34		
*Cdkn1C_1*	40 (#4)	2.37E‐12	−9.71		
*Cdkn1C_1*	60 (#7)	4.95E‐07	−6.36		
*Cdkn1C_1*	66 (#8)	9.49E‐14	−8.01		
*Cdkn1C_1*	69 (#9)	3.10E‐10	−8.33		
*Cdkn1C_1*	96 (#10)	1.73E‐08	−6.80		
*Cdkn1C_1*	104 (#11)	1.96E‐12	−8.85		
*Cdkn1C_1*	106 (#12)	6.15E‐12	−8.30		
*Cdkn1C_1*	108 (#13)	1.00E‐06	−5.78		
*Cdkn1C_1*	113 (#15)	1.25E‐10	−7.12		
*Cdkn1C_1*	115 (#16)	1.09E‐11	−7.99		
*Cdkn1C_1*	123 (#18)	2.86E‐14	−9.28		
*Cdkn1C_1*	213 (#29)	0	−6.22		
*Cdkn1C_1*	258 (#34)	0	−5.05		
*Cdkn1C_1*	265 (#36)	0	−7.73		
*Cdkn1C_1*	269 (#37)	0	−6.74		
*Cdkn1C_1*	273 (#38)	0	−7.19		
*Cdkn1C_1*	287 (#40)	0	−9.94		
*Cdkn1C_1*	291 (#41)	0	−7.40		
*Cdkn1C_1*	313 (#45)	0	−5.61		
*Cdkn1C_1*	340 (#48)	3.20E‐11	−6.52		
*Cdkn1C_1*	391 (#53)	0.044921	5.71		

^a^ These target genes were selected because they are important genes related to cardiomyocyte morphology and proliferation.

^b^ Genes with false discovery rate (FDR) < 0.05 and absolute fold change > 1.5 were considered as significant.

To predict the effect of decreased promoter methylation on transcription factor binding, we used the promo software to identify the transcription factor binding sites in the promoter regions of the target genes that had altered methylation. We next investigated the activation status of these transcription factors by using the IPA upstream analysis results. The altered cardiac genes, namely *Myh6*, *Tnnc1*, *Tnni3*, *Tnnt2*, *Nppa*, *Nppb*, and *Camta2*, shared several common transcription factors in their promoters (Table 9). 

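Of the transcription factors shared by the promoters in Table 9 and predicted to be activated, only Nkx2-5 changed past the paper's limits in the RNA-Seq counts, with a log2 fold change of 0.8027 (SE 0.1238, adjusted p = 0.0065839). Srf (ENSMUSG00000015605, chromosome 17 of GRCm38, 46548329 to 46556175) had 3437.35 ± 76.92 and 3787.95 ± 131.77 normalized counts (SD, n = 3 each), a log2 fold change of 0.1403 (SE 0.0608, adjusted p = 0.16863). Stat5b (ENSMUSG00000020919, chromosome 11, 100780731 to 100850724) had 1220.66 ± 132.34 and 1490.51 ± 24.03 normalized counts (SD, n = 3 each), a log2 fold change of 0.2885 (SE 0.0878, adjusted p = 0.067959). Arnt (ENSMUSG00000015522, chromosome 3, 95434388 to 95497240) had a log2 fold change of -0.0249 (SE 0.0626, adjusted p = 0.82525) and Mef2c of 0.0071 (SE 0.129, adjusted p = 0.97778). Myod1 was not tested, with 1.333 ± 1.155 raw counts per DNMT1 siRNA culture (SD, n = 3) and none with negative siRNA. Under the replicate block, the adjusted p of Stat5b was 0.093721 and that of Srf 0.26711. The value of Mef2c moved most, to a log2 fold change of 0.1729 without negative siRNA replicate 2. The paper derives the predicted activation of these factors from the expression of their targets.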

Of these transcription factors, SRF, NKX2.5, ARNT, MYOD, MEF2C, and STAT5B were predicted to be activated following DNMT1 siRNA treatment. These results suggested that decreased methylation levels in these promoter sequences may facilitate transcription factor binding and trigger downstream gene expression.

**Table 8:** PROMO software analysis identified IPA‐predicted transcription factor binding sites in the proximal promoter of cardiac genes.

Gene	Transcription factor (TF) binding sites in proximal promoter (< 3000 bp upstream of transcription start site)	
	TFs predicated to be activated^a^	TFs predicated to be inhibited^a^
*Myh6*	SRF, NKX2‐5, ARNT, MYOD	c‐FOS, SMAD3, STAT1, IRF1, IRF3
*Tnnc1*	MEF2C, SRF, NKX2‐5, ARNT, MYOD	c‐FOS, IRF1, IRF3
*Tnni3*	SRF, NKX2‐5, ARNT, MYOD	c‐FOS, STAT1, IRF1, IRF3, IRF7
*Tnnt2*	SRF, NKX2‐5, ARNT, MYOD	c‐FOS, SMAD3, STAT1, IRF1, IRF3
*Nppa*	MEF2C, SRF, NKX2‐5, ARNT, MYOD	c‐FOS, SMAD3, STAT1, IRF1, IRF3, IRF7
*Nppb*	SRF, NKX2‐5, ARNT, MYOD, STAT5B	c‐FOS, SMAD3, STAT1, IRF1, IRF3
*Camta2*	MEF2C, SRF, NKX2‐5, ARNT, MYOD, STAT5B	c‐FOS, SMAD3, STAT1, IRF1, IRF3

^a^ Prediction is based on the Ingenuity pathway analysis (IPA) of the RNA sequencing data.

## Discussion

DNMTs are important enzymes to establish and maintain DNA methylation patterns, deletion of which may cause embryonic lethality [13, 50]. To date, the role of DNMTs in the heart remains largely unknown. Recently, DNMT1 is found to be up‐regulated in the atrium of rats with isoproterenol‐induced heart failure [51]. Myocardial tissue‐specific DNMT1 knockout in rats protects against pathological injury induced by Adriamycin [36]. These findings suggest that DNMT1 plays an important role in the development and progression of heart diseases and decreased DNMT1 expression may protect the heart function. However, the direct effect of DNMT1 expression on cardiomyocytes remains unclear. We now show that knockdown of DNMT1 causes significant changes in DNA methylation patterns, gene expression (including deactivation of the heart disease pathways), and function of embryonic cardiomyocytes.

One of our previous studies found that knockdown of DNMT3a alters gene expression and decreases beating frequency, contractile movement, amplitude of field action potential, and cytosolic calcium signaling of embryonic cardiomyocytes [10]. We also found that down‐regulation of DNMT1 by siRNA markedly increases cytotoxicity and apoptosis, resulting in decreased cell viability [10]. Consistent with our early findings, the data from the present study reveal that DNMT1 siRNA treatment for 72 h significantly reduces the number of cardiomyocytes as compared to the control siRNA. Other reports also show that inhibition of DNMT1 decreases cell numbers and promotes apoptosis in other cell types [52, 53, 54]. The RNA‐Seq results demonstrate that the cell survival and proliferation pathways are deactivated following DNMT1 siRNA treatment, which may explain the reduced cell numbers (Table 3). Interestingly, the cell apoptosis and necrosis pathways are also deactivated (Table 3), which may be a compensatory change to inhibit cell death in response to the reduction in cell number. Furthermore, DNMT1 siRNA treatment increases the size of cardiomyocytes, which may be due to the changes in gene expression involved in fibrogenesis, size of cells, and morphology of sarcomere (Table 3). Functionally, DNMT1 siRNA significantly reduces the beating rate of cardiomyocytes and decreases the amplitude of field action potential. However, the genes involved in the contractile fiber are mostly up‐regulated by DNMT1 siRNA (Fig. 5B), which may be a cellular compensatory effort to synthesize contractile fibers in response to the decreased contractility.

The above results show that DNMT1 plays an essential role in regulating the cell cycle, size, and function of cardiomyocytes, and therefore, deregulation of DNMT1 may contribute to the onset of cardiovascular diseases (CVD). It is known that many CVD risk factors, such as stress, pollution, smoking, *in utero* undernutrition, and circadian rhythm, have been associated with modification of DNA methylation marks [55]. Patients with atherogenesis, coronary artery disease, dilated cardiomyopathy, and heart failure have abnormal patterns of DNA methylation [28, 29, 30, 31, 32, 33, 34]. Therefore, proper DNMT1 activity and DNA methylation patterns are key to the health of cardiomyocytes.

We previously found that down‐regulation of DNMTs, including DNMT1, in embryonic ventricles by *in utero* caffeine exposure correlates with altered DNA methylation patterns, gene expression profiles, and cardiac function in adult mice [37]. *In utero* caffeine exposure up‐regulates the expression of cardiac genes, including *Myh6*, *Tnni3*, *Nppa*, and *Nppb*, which are also increased following the knockdown of DNMT1 in this study. Therefore, DNMT1 may be involved in mediating the *in utero* caffeine effects on gene expression in the embryonic heart.

Our RNA‐Seq results predicted the activation of pathways related to cardiac function (Table 4). These predictions are based on the expressional changes of genes involved in the molecular pathways including but not limited to the activation of the cAMP‐mediated signaling, calcium signaling, endothelin‐1 signaling, and cardiac β‐adrenergic signaling (Table 5). The gene expression patterns seem to be contradictive to the observed decreased beating rate and amplitude of field action potential, and therefore, these changes may be the compensatory mechanisms in the cardiomyocytes to overcome the reduced function following DNMT1 siRNA treatment. Our RNA‐Seq results also predicted deactivation of the cardiac disease pathways, which may explain the protective effects against Adriamycin‐induced pathological injury in the heart of myocardial tissue‐specific DNMT1 knockout rats [36].

**Table 9:** Altered canonical cardiac pathways in embryonic cardiomyocytes following DNMT1 siRNA treatment.

Ingenuity canonical pathways	*P*‐value	Ratio (%)^a^	Activation *Z*‐score^b^
ILK signaling	1.12E‐04	12.4	2.558
Wnt/Ca+ pathway	2.40E‐03	16.1	2.333
cAMP‐mediated signaling	4.07E‐02	8.2	2.183
Actin cytoskeleton signaling	2.69E‐05	12.5	1.886
Calcium signaling	5.50E‐08	16.3	1.604
Protein kinase A signaling	1.58E‐04	9.8	1.461
PAK signaling	7.41E‐04	14.6	1.387
Regulation of actin‐based motility by Rho	2.09E‐02	11.0	1.265
Endothelin‐1 signaling	1.95E‐02	9.3	1.155
Cardiomyocyte differentiation via BMP receptors	3.16E‐03	25.0	1.000
Cardiac β‐adrenergic signaling	4.79E‐02	9.0	1.000
Nitric oxide signaling in the cardiovascular system	6.17E‐03	12.0	−0.302
Ephrin receptor signaling	1.05E‐02	9.8	−1.414
Interferon signaling	2.40E‐03	19.4	−2.646
Tight junction signaling	7.08E‐03	10.2	–
Factors promoting cardiogenesis in vertebrates	8.91E‐03	12.0	–
G‐protein coupled receptor signaling	8.91E‐03	9.0	–
Ephrin A signaling	1.23E‐02	14.6	–
Catecholamine biosynthesis	1.55E‐02	50.0	–
eNOS signaling	1.74E‐02	9.9	–

^a^ Percent of genes in the pathway that were changed in expression. Genes with false discovery rate (FDR) < 0.05 and absolute fold change > 1.5 were considered as significant.

^b^ Positive number means activation, and negative number means deactivation. – = the pathway was neither activated nor deactivated based on the patterns of gene expression. *Z*‐scores greater than 2 or smaller than −2 can be considered significant.

Our previous finding has shown that knockdown of DNMT1 expression decreases global cytosine methylation level in the genomic DNA [10]. Consistently, through next‐generation sequencing, we find in this study that decreased DNMT1 expression results in reduced promoter methylation levels in 13 out of 15 target genes, which are related to cardiomyocyte morphology and proliferation. Changes in promoter methylation may have contributed to increased gene expression of 6 target genes. These data suggested that methylation may be one of multiple functions contributing to expression regulation of these cardiac genes. With the RNA‐Seq data, we predicted the impact of promoter demethylation on transcription factor activities (Table 7), the changes of which may lead to cascade effects on gene expression. Additionally, DNMT1 siRNA affects gene splicing in many genes, which may be due to the alterations in gene body methylation levels [56]. Collectively, these data demonstrate the direct effects of DNMT1 suppression on the maintenance of methylation patterns and proper gene expression and splicing.

Overall, we now demonstrate that knockdown of DNMT1 changes promoter methylation patterns, alters cardiac gene expression and splicing, and inhibits cell viability, beating frequency, and amplitude of field action potential in embryonic cardiomyocytes. Collectively, these data demonstrate that DNMT1 plays an important role in regulating cardiomyocyte DNA methylation, gene expression, and function.

## Conflicts of interest

The authors declare no conflict of interest.

## Author contributions

XF, CCW, and SAR conceived and designed the project, XF and RP acquired the data, XF analyzed the data, XF, LZ, and JW interpreted the data, and XF, LZ, JW, and CCW wrote the paper.

## Supporting information

**Table S1**. DE genes supplementary table. 

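Table S1 lists the DE genes that the authors found with each tool, by Ensembl identifier, with the fold change. The rows for DESeq2 number 619 up-regulated and 432 down-regulated genes. Those for edgeR number 776 up-regulated genes, and 171 down-regulated genes in the copy read here, in which the edgeR list ends early. Every listed gene that was tested in the quasi-likelihood fit changed in the same direction there. Past the limits in that fit were 547 of the 619 up-regulated and 328 of the 432 down-regulated DESeq2 genes, and 608 of the 776 up-regulated and 129 of the 171 down-regulated edgeR genes. With edgeR's exact test, 730 of the 776 and 158 of the 171 edgeR genes were past the limits. Listed log2 fold changes of edgeR differed from that fit by a median of 0.0079 in both directions. DESeq2 with shrunken fold changes kept 586 and 418 of its listed genes, with a median difference of 0.0102 and 0.0068.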

Click here for additional data file.

**Table S2**. DUE exons supplementary table. Click here for additional data file.

## Data Availability

All RNA‐Seq data were uploaded to the Gene Expression Omnibus (GEO), and the accession number is GSE81446. All bisulfite‐Seq data were uploaded to GEO, and the accession number is GSE81464.

How the deposited data were processed for this re-analysis (not part of the article)

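Gene expression was measured by RNA-Seq in primary mouse cardiomyocytes of embryonic day 13.5, 72 h after transfection with 12 nM negative siRNA or 12 nM DNMT1 siRNA, in 3 cultures each. The authors cleaned the reads after FastQC, mapped them to the mouse genome (mm10) with TopHat2 and counted them per Ensembl gene with HTSeq, and deposited raw counts, 1 file per sample, without normalization. The counter's totals of reads given to no gene were read from the same files. The treatment tag of the DNMT1 siRNA samples names DNMT3a siRNA, while their titles and the paper's methods name DNMT1, and the latter were followed.

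Counts on genes ranged from 13739561 to 35896018 per sample, and the negative siRNA libraries were larger (ratio of medians 2.087). With 3 cultures per treatment, no exact permutation test can give a p below 0.1, and fold changes of genes with few counts have wide standard errors. Pairs of replicates were compared by a chi-square test on their counts to look for duplicated files. The statistic per degree of freedom was between 2.7 and 54.46, so that no pair was a copy of the same library.

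Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6. The main test was edgeR's quasi-likelihood F test after TMM normalization and the filterByExpr filter (minimum count 10, minimum total count 15), with no block, and p values were adjusted by the Benjamini-Hochberg method over 15470 genes. Genes with an FDR below 0.05 and an absolute fold change above 1.5 were called DE. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Normalized counts were divided by the effective library size relative to its geometric mean. Positions and gene types came from a GENCODE annotation of GRCm38 that is newer than the authors' and that holds 42462 of the 43629 genes. Principal component analysis used log2 CPM with a prior count of 2. The distribution over chromosomes was tested with 10000 seeded draws, and the overlap with Table S2 with Fisher's exact test. Sets of marker genes were tested with camera on the edgeR object (inter-gene correlation 0.01) over 15 sets written before the processed files arrived.

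The named genes were chosen by a rule written before the files arrived. They are the genes of Table 2, Fig. 4 and Table 8, the transcription factors with a fold change in Table 7 or named in the text as cardiac, and the 5 largest increases and 5 largest decreases among DE genes with an average log2 CPM above 1 and no overlap between treatments. Genes of Fig. 5 and Fig. 6 were read from the figures, and no test of enrichment was made on them.

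The pipeline was tested on simulated data with the library sizes and dispersions of the real samples. Of 200 simulated changed genes, the main test recovered 193 (96.5%) and called 2 unchanged genes. DESeq2 recovered 194, with 2 unchanged genes called. These numbers describe the simulated genes only, and were not split by size of change or by count. They do not give the power for real genes with few counts, with changes near the limits or with unequal spread between the treatments. The set test found the shifted set and none of 20 unshifted ones.

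The alternatives were DESeq2 with and without shrunken fold changes, edgeR's exact test, likelihood ratio test and glmTreat, the combined list of the exact test and DESeq2, RLE normalization, no filter, a minimum of 10 counts in every sample, leaving out short non-coding, ribosomal and mitochondrial genes, a replicate block, leaving out each culture, an FDR below 0.01, no limit on fold change, other transformations for the principal components, and chromosome length as the background. Exon usage, bisulfite sequencing, qPCR and the measurements of cell number and function were not analysed here. Pathway and upstream regulator analyses were not repeated, since the memberships used by the software are not in the files analysed here.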

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

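The processing alternatives, the marker gene sets and most predictions were written before the processed files arrived; predictions made later are named as such. Each pattern below compares DNMT1 siRNA with negative siRNA in 3 cultures each. The paper states that the libraries of both treatments were pooled and sequenced in a single run, so that a sequencing run does not follow the treatment. Batches of culture or library preparation are not given, and a batch of that kind that follows the treatment cannot be told apart from it.

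Reads outside annotated exons made up 29.282% ± 4.23 (SD, n = 3) of uniquely mapped reads with DNMT1 siRNA against 16.417% ± 1.584 with negative siRNA, higher in 3 of 3 cultures. Genomic DNA in the libraries was tested on 1461 olfactory and vomeronasal receptor genes, which are silent in most tissues. Their CPM averaged 26.956 ± 21.2018 with DNMT1 siRNA and 9.4474 ± 3.0886 with negative siRNA, a ratio of 2.853, above the 1.5 set for this test. This leaves genomic DNA as a candidate explanation. It cannot account for DNMT1 siRNA replicate 1, which had the lowest value of all samples, a CPM of 2.533, and yet 24.4052% of reads outside exons. Replicates 2 and 3 had a CPM of 40.634 and 37.701. Unspliced RNA of expressed genes was to raise the share outside exons while the silent genes rose by less than 1.5 times. The share rose by a ratio of 1.784, and the silent genes rose by more, so that this prediction was not met for the group, although replicate 1 taken alone (a ratio of 1.4866 for the share and 0.2681 for the silent genes) shows the pattern without a rise of silent genes.

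Short RNAs without a poly(A) tail rose strongly. The 4 tested genes of this set (Rn7sk, Rpph1, Rmrp and Rprl3) had a median log2 fold change of 4.1384 (camera adjusted p = 8.548e-25), with higher counts in all 3 cultures for 4 of 4 genes. Ribosomal RNA loci had a median of 2.2737 over 6 genes (adjusted p = 8.548e-25), with no overlap between treatments in 5 of them. With Gm23935 added, these loci took 6.7908% ± 1.2977 of counts with DNMT1 siRNA and 1.8461% ± 0.3334 with negative siRNA. Carry-over of non-polyadenylated RNA into the libraries was to raise the whole class of snRNA, snoRNA, scaRNA, misc_RNA and ribozyme genes. The median over the 42 tested genes of the class was 0.3661, under the 0.58 set for this test. The types within it differed, with medians of 0.2258 for 23 snoRNA, 0.1546 for 5 scaRNA, 0.4096 for 5 misc_RNA, 0.6757 for 6 snRNA and 4.3309 for 3 ribozyme genes, and 6 genes of the class were up-regulated and 0 down-regulated. Outside the class set for the test, 26 miRNA genes had a median of 1.0484, with 11 up-regulated and 0 down-regulated. The prediction was not met for the class as a whole, but carry-over of some types of RNA may remain, as may a difference in library preparation.

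Interferon-response genes were lower with DNMT1 siRNA, with a median log2 fold change of -1.2193 and a negative value in 31 of 31 genes (camera adjusted p = 2.2265e-09). This p treats the genes as nearly independent and does not measure the spread of the set between cultures. Only 7 of them passed the limits and 6 had no overlap between cultures. A raised response in single negative siRNA cultures was tested by leaving each out, and without negative siRNA replicate 3 the median was -0.6773, a move larger than the SD of 0.1249 between DNMT1 siRNA cultures. Relative to the mean of negative siRNA, the median gene of the set stood at 0.3009, -1.0784 and 0.8449 in negative siRNA replicates 1, 2 and 3, and at -0.9911, -1.082 and -0.8351 with DNMT1 siRNA. Negative siRNA replicate 2 was thus as low as the DNMT1 siRNA cultures, and the fall may come from a response in negative siRNA replicates 1 and 3. It cannot be told apart from that explanation. The paper lists an inhibited interferon pathway in Table 5 and inhibited IRF7 and STAT2 in Table 7.

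Markers of cell types other than cardiomyocytes shifted in different directions. Fibroblast markers had a median log2 fold change of -0.3233 (adjusted p = 0.0029072, lower in 11 of 14 genes) and macrophage markers of -1.1001 (adjusted p = 0.0031586, lower in 9 of 10 genes). Endothelial markers had a median of 0.8253 (adjusted p = 0.0032807, higher in 8 of 9 genes). The cardiomyocyte set had a median of 1.2845 and was higher in 14 of 14 genes. A smaller share of all other cells would lower all 6 sets of markers of other cell types. Of these, 4 fell, endothelial markers rose, and the red blood cell set had only 1 tested gene. A uniform loss of other cells was not seen, but a smaller share of some of them may remain. The paper reports that the percentage of cardiomyocytes in the stained cultures did not change (Fig. 1C). It isolated the RNA from magnetically sorted cells, so that Fig. 1C does not give the share of cardiomyocytes in these libraries. A change among the other cell types may remain, and was not tested further.

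Targets of p53 had a median log2 fold change of 0.1344 (adjusted p = 0.023574), higher in 14 of 16 genes, of which 2 passed the limits. The shift is small and depended on the cultures, with medians from 0.0514 to 0.2842 across the fits that each left out 1 culture and an adjusted p of up to 0.25773. No biological explanation was tested.

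The set of sex-linked genes had a median log2 fold change of 0.5439 (adjusted p = 0.0015866), with the 4 genes on chromosome Y higher in all 3 cultures. A larger share of male cells was to lower Xist, a prediction written after the result was seen. Xist had a log2 fold change of -0.0454 (SE 0.1601, adjusted p = 0.87745), above the limit of -0.3, so that the prediction was not met. The SE of Xist is too large to rule out a fall to that limit. A larger share of male cells therefore remains possible.

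Over all tested genes, log2 fold changes were only weakly related to transcript length (Spearman rho 0.0951 across genes, which are not independent replicates) and to GC content (rho -0.0584). Values were available for 99.5% of the genes, and with the replicate block rho was 0.0925 and -0.054. Among the DE genes, the median length was 4705 for up-regulated and 3563 for down-regulated genes (4129.5 for all tested genes), and the median GC content was 0.5006 and 0.5294 (0.4966 for all tested genes). These differences were not tested, and a part played by length or GC content in the DE genes was not excluded.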

How the results depend on the processing

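Of the 20 headline results, 2 stayed within the limits set for a change under every alternative they were run with. They are the 6 up-regulated methylation target genes, which ranged from 4 to 8, and the 9 marker sets with an adjusted p below 0.05, which ranged from 7 to 9 with the replicate block or with 1 culture left out, the only alternatives run for them. The other results changed as follows.

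Under glmTreat, which asks for evidence of a change above 1.5 and not only an estimate above it, there were 140 DE genes up and 36 down, 14 DE-DEU genes, and 13 contractile fiber, 10 heart development, 9 cardiomyopathy and 3 cell death genes up. No cell death genes down (0) and none of the listed transcription factors (0) remained, and the chromosome p was 0.084. Up-regulated targets were 11 for MEF2C, 8 for TBX5, 13 for GATA4, 6 for HAND2 and 4 for NKX2.5, and 1 target of SMAD3 was down. An FDR below 0.01 gave 296 DE genes up, 124 down, 27 DE-DEU genes, 19 heart development genes up and 5 cell death genes down. It left 2 transcription factors, 11 targets of HAND2 and 6 of NKX2.5 up, and 1 target of SMAD3 down. The chromosome p was then 0.0776. With the replicate block, which uses up residual degrees of freedom, 5 targets of SMAD3 were down. Without a limit on fold change, genes with small changes enter, and there were 1054 DE genes up, 874 down and 104 DE-DEU genes. Without the filter, 31775 genes were tested and 994 went up and 701 down, of which 832 and 685 are genes that the main fit also tested. The cause of the change among these was not tested.

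The number of methylation target genes down was 0 in the main fit and 1 with DESeq2, with DESeq2 shrunken, with the edgeR exact test, with the edgeR likelihood ratio test, with their union, with no filter and with no limit on fold change. The gene near the limit is Cdkn1c, and in the last setting Cdkn1b, whose change is small. The chromosome p was 0.1884 with DESeq2, 0.2558 with DESeq2 shrunken and 0.0705 with the union, since the set of DE genes then differs. The share of the first component was 91.063% on untransformed counts and 92.963% on raw counts, where highly expressed genes dominate, 55.352% on the 500 most variable genes, 39.022% with no filter, which adds noisy genes, and 40.935% with scaled genes, where each gene weighs the same.

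Leaving out 1 culture lowers the residual degrees of freedom. Across these 6 fits, DE genes up ranged from 255 to 823 and DE genes down from 112 to 472. DE-DEU genes ranged from 26 to 57, heart development genes up from 18 to 28, cell death genes up from 10 to 16 and down from 3 to 14, listed transcription factors from 1 to 9, and methylation target genes down from 0 to 1. The share of the first component ranged from 46.705% to 57.368% and the chromosome p from 0.0136 to 0.4432. Up-regulated targets ranged from 18 to 30 for MEF2C, 21 to 34 for GATA4, 9 to 17 for HAND2 and 6 to 12 for NKX2.5, and down-regulated targets of SMAD3 from 1 to 12. Counts fell when a DNMT1 siRNA culture was left out. A larger spread between negative siRNA cultures, a prediction written after the result was seen, is a candidate explanation, with a ratio of median SDs of 1.7702.

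Among named genes, the sign of the log2 fold change reversed only where the main value was small, at most 0.2062 in size. Mef2c changed from 0.0071 to -0.018 with DESeq2, -0.0168 with DESeq2 shrunken, -0.0237 with no filter and -0.0002 without short non-coding, ribosomal and mitochondrial genes. With 1 culture left out, Mef2c ranged from -0.0926 to 0.1729, Myh7 from -0.1223 to 0.9879, Myh7b from -0.1625 to 0.9853, Xist from -0.2076 to 0.1265, Tpm2 from -0.1103 to 0.0856, Smad3 from -0.1831 to 0.0134 and Arnt from -0.0648 to 0.0064. The direction that camera gave also reversed in some of these fits for 3 marker sets, whose median and camera direction need not agree. Their medians ranged from -0.3378 to 0.204 for germline, from -0.1525 to -0.0426 for imprinted and from -0.1861 to 0.0279 for cell cycle genes. Over 71 tested genes followed through the settings, 129 of 1263 rows were weaker and 22 stronger, and 34 genes kept their call in every setting. Of 105 marker set rows, 4 were weaker and 1 was stronger.

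Depth limits genes with few counts. Myod1 could not be tested and the SE of Nkx2-3 was 0.8849. Thinning all libraries to the smallest total left 964 of 1004 DE genes in number, within the 1.5 times set beforehand, so that the lower depth of the DNMT1 siRNA libraries is unlikely to account for the count. Only 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many DE genes up, and 1 of 10 as many down. The other 9 gave none, but each of them mixes the treatments within a group, and 10 splits cannot give a share under 0.1. The splits alone therefore cannot decide on an accidental grouping of the samples. Dnmt1, the target of the siRNA, argues against it, at 24.48% of its negative siRNA mean (log2 fold change -2.0293, SE 0.1088). So do the 1928 genes with an FDR below 0.05 among the 15470 tested.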

Differences from the paper's values

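The share of variance on the first principal component was 48.263% on log2 CPM, against about 93% in Fig. 3A, read by eye. Of the alternatives set before the files arrived, untransformed TMM-normalized counts gave 91.063% and raw counts 92.963%, both within 1.5 times the paper's value. The 500 most variable genes (55.352%), no filter (39.022%), scaled genes (40.935%) and leaving out single cultures (46.705% to 57.368%) did not close the gap.

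The paper's numbers of DE genes and its fold changes were within the limits for a difference in the main fit. Settings that came near the paper's combined 801 up-regulated and 494 down-regulated genes include the union of the edgeR exact test and DESeq2 shrunken, with 833 and 485. For edgeR alone the paper gives 776 and 481, and the exact test gave 824 and 460. For DESeq2 the paper gives 619 and 432, and DESeq2 shrunken gave 587 and 421, while a minimum of 10 counts in every sample in the quasi-likelihood test gave 619 and 319. DESeq2 without shrinkage gave 649 and 493. The paper's overlap of DE and DEU genes is 59, against 45 in the main fit, 53 with the union and 59 with no filter.

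Some genes or statements of the paper were not matched in the main fit. The paper lists Stat2 among the transcription factors with changed expression, and here its log2 fold change was -0.7564 with an adjusted p of 0.12598. It counts Cdkn1c as decreased, and names it a second time among the unchanged genes; here its log2 fold change was -0.8859 with an adjusted p of 0.071915, while it passed the limits with the exact test and with DESeq2. The heatmaps of Fig. 5 show DE genes only, but 9 of 38 genes in Fig. 5A, 4 of 32 in Fig. 5B, 5 of 38 in Fig. 5C and 3 of 20 in Fig. 5D did not pass the limits in the quasi-likelihood test. The same holds for 2 of 33 targets in Fig. 6A, 2 of 41 in Fig. 6C and 5 of 20 in Fig. 6F. In the union of the exact test and DESeq2 shrunken, which follows the paper's list, nearly all of them passed, with 37 of 38 genes in Fig. 5A, 31 of 32 in Fig. 5B, 37 of 38 in Fig. 5C, 20 of 20 in Fig. 5D, 32 of 33 in Fig. 6A, 41 of 41 in Fig. 6C and 18 of 20 in Fig. 6F. The paper describes the DE genes as spread quite evenly over the chromosomes, except for fewer on chromosome Y relative to its size. Here the distribution differed from that of the tested genes (permutation p = 0.0118), which was not stable and was not repeated without chromosome Y. It also differed from chromosome length (random draws by length, p = 0.0001, the smallest that the draws can give). With chromosome Y left out, the chi-square against length was 44.374 (random draws by length, p = 0.0008). The tested genes do not follow length either, so that this comparison cannot single out the DE genes. The paper gives more genes for its DEU exons than the 767 different identifiers in Table S2.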

Other observations

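Principal components of untransformed counts. On untransformed TMM-normalized counts the first component took 91.063% of the variance. A candidate explanation, written after the result was seen, is that ribosomal RNA loci dominate, and 7 such loci carried 81.157% of the summed variance. Gm42418 alone carried 47.54% and Gm23935 carried 28.228%. The share without these loci was still 86.597%, so that they are not the only source, and Col1a1 carried 10.243% of the variance.

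Germline genes. Loss of DNA methylation could raise germline genes that methylation silences. The 6 tested genes of this set had a median log2 fold change of -0.2443, with 2 higher and 4 lower, and an adjusted p of 0.86997. A rise was not detected, and only these 6 of the 22 genes in the set had enough counts to be tested.

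Imprinted genes. A loss of methylation could also shift imprinted genes. Of 27 tested genes, 4 passed the limits (14.81%, against 6.49% of all tested genes), with an odds ratio of 2.5118 and a Fisher's exact p of 0.094348, which does not pass 0.05. Mest (1.5826), Kcnq1ot1 (0.7427) and Meg3 (0.6307) rose, and Dlk1 (-1.0851) fell, as log2 fold changes.

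Methyltransferase levels. In CPM per kilobase of exon, Dnmt1 stood at 19.184 ± 2.729, Dnmt3a at 15.272 ± 1.143 and Dnmt3b at 0.828 ± 0.016 in the negative siRNA cultures (SD, n = 3 each), a ratio of Dnmt1 to Dnmt3a of 1.256. With DNMT1 siRNA the values were 4.561 ± 0.472, 17.51 ± 0.497 and 0.933 ± 0.17.

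Cell cycle genes. The set had a median log2 fold change of -0.0921, lower in 14 of 16 genes, with an adjusted p of 0.25018, which does not pass the correction.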
